# Whole genome assessment of the retinal response to diabetes reveals a progressive neurovascular inflammatory response

**DOI:** 10.1186/1755-8794-1-26

**Published:** 2008-06-13

**Authors:** Robert M Brucklacher, Kruti M Patel, Heather D VanGuilder, Georgina V Bixler, Alistair J Barber, David A Antonetti, Cheng-Mao Lin, Kathryn F LaNoue, Thomas W Gardner, Sarah K Bronson, Willard M Freeman

## Abstract

**Background:**

Despite advances in the understanding of diabetic retinopathy, the nature and time course of molecular changes in the retina with diabetes are incompletely described. This study characterized the functional and molecular phenotype of the retina with increasing durations of diabetes.

**Results:**

Using the streptozotocin-induced rat model of diabetes, levels of retinal permeability, caspase activity, and gene expression were examined after 1 and 3 months of diabetes. Gene expression changes were identified by whole genome microarray and confirmed by qPCR in the same set of animals as used in the microarray analyses and subsequently validated in independent sets of animals. Increased levels of vascular permeability and caspase-3 activity were observed at 3 months of diabetes, but not 1 month. Significantly more and larger magnitude gene expression changes were observed after 3 months than after 1 month of diabetes. Quantitative PCR validation of selected genes related to inflammation, microvasculature and neuronal function confirmed gene expression changes in multiple independent sets of animals.

**Conclusion:**

These changes in permeability, apoptosis, and gene expression provide further evidence of progressive retinal malfunction with increasing duration of diabetes. The specific gene expression changes confirmed in multiple sets of animals indicate that pro-inflammatory, anti-vascular barrier, and neurodegenerative changes occur in tandem with functional increases in apoptosis and vascular permeability. These responses are shared with the clinically documented inflammatory response in diabetic retinopathy suggesting that this model may be used to test anti-inflammatory therapeutics.

## Background

Diabetic retinopathy (DR) is one of the most debilitating diabetic complications. DR is best prevented by intensive glycemic control as demonstrated by the Diabetes Control and Complications Trial (DCCT) study [1]. Established treatments of DR are limited to panretinal laser photocoagulation therapy and control of hypertension [2].

However, the ability to achieve intensive glycemic control through insulin is limited by hypoglycemia, and given that islet cell transplants are not widely available, pharmacotherapies for prevention and treatment of DR are needed. The PKC inhibitor ruboxistaurin has shown promise as a therapeutic agent [3], but this compound did not receive FDA approval. Therefore, continued development is needed for DR therapies.

The etiology and pathological processes of DR remain imperfectly understood with the major pathophysiolgical hypotheses being microvascular proliferation and/or permeability [4], advanced glycation endproducts (AGEs) [5], PKC activation [6], oxidative stress [7], inflammation [8], loss of insulin signaling, and neurodegeneration [9]. Previously, we proposed that these different processes are not mutually exclusive, but rather could represent different components of a feed-forward cycle of nutrient overload leading to chronic inflammation, neurodegeneration, and compromised blood-retinal barrier function [9].

Previous work has provided important insights into the genomic and proteomic changes associated with DR [10-13]. This study sought to tie changes in retinal gene expression to functional changes in the retina as measured through vascular permeability and apoptosis. Clinical DR is a progressive disease; therefore the rodent model should also demonstrate progressive dysfunction with increasing duration of diabetes. This study accomplished two goals in examining aspects of the retinal response to diabetes: first, to demonstrate functional changes in retinal permeability and caspase-3 activity (as a surrogate for apoptosis) after 1 and 3 months of experimental diabetes, and second, to identify and confirm retinal gene expression alterations at 1 and 3 months of diabetes.

## Results

At harvest, as predicted by earlier assessments, diabetic rats were hyperglycemic and underweight in comparison to control rats (Table 1). These data and the methods described are representative of experiments performed by the Penn State JDRF Animal Models Core since 2003 [14].

**Table 1:** Animal Data. Mean weight and blood glucose at the time of sacrifice for the different sets of animals and their respective analyses. Mean ± S.E.M.

			**N**	**Weight (g)**	**Blood Glucose (mg/dL)**	**Analyses**
**Set 1**	**1 Month**	**Control**	5	411 ± 7	87 ± 3	Microarray & qPCR
		**STZ**	6	317 ± 16	303 ± 8	
	**3 Month**	**Control**	6	617 ± 11	93 ± 4	Microarray & qPCR
		**STZ**	6	303 ± 8	370 ± 21	
**Set 2**	**1 Month**	**Control**	6	391 ± 9	114 ± 12	qPCR
		**STZ**	6	264 ± 16	321 ± 16	
	**3 Month**	**Control**	6	587 ± 18	106 ± 3	qPCR
		**STZ**	6	319 ± 16	335 ± 10	
**Set 3**	**3 Month**	**Control**	6	574 ± 8	91 ± 13	qPCR
		**STZ**	8	364 ± 17	377 ± 33	
**Set 4**	**1 Month**	**Control**	8	379 ± 11	90 ± 3	Caspase
		**STZ**	8	277 ± 9	426 ± 23	
	**3 Month**	**Control**	8	545 ± 22	78 ± 2	Caspase
		**STZ**	7	341 ± 27	475 ± 24	
**Set 5**	**1 Month**	**Control**	9	379 ± 11	133 ± 12	Permeability
		**STZ**	11	296 ± 12	486 ± 21	
	**3 Month**	**Control**	8	592 ± 10	116 ± 4	Permeability
		**STZ**	7	325 ± 23	430 ± 37	

### Vascular permeability and apoptosis

Retinal vascular permeability, as measured by FITC-BSA incorporation into nonvascular retinal tissue, was unchanged at 1 month of diabetes but was significantly increased (52%, p < 0.05) after 3 months of diabetes (Table 2). Similarly, caspase-3 activity was unchanged after 1 month of diabetes but was increased significantly after 3 months of diabetes (24%, p < 0.05) (Table 2).

**Table 2:** Caspase and Permeability Data: Retinal vascular permeability and apoptosis was measured at 1 and 3 month time points.

			**N**	**Percent Mean Control**
**Permeability**	**1 Month**	**Control**	9	100 ± 8%
		**STZ**	11	98 ± 8%
	**3 Month**	**Control**	8	100 ± 3%
		**STZ**	7	152 ± 8%*
**Caspase-3 Activity**	**1 Month**	**Control**	8	100 ± 9%
		**STZ**	8	100 ± 10%
	**3 Month**	**Control**	8	100 ± 17%
		**STZ**	7	125 ± 16%*

Values are expressed as a percentage of the control condition at that time point ± S.E.M. *p < 0.05, t-test.

### Microarray analysis

22,578 probes had detectable signal at both the 1 and 3 month time points. 

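Retinal RNA of 24 male Sprague Dawley rats was hybridized to CodeLink rat whole genome arrays, 1 array per rat. A CodeLink probe is a spotted oligonucleotide read in 1 color, so each value is the brightness of a spot and not a ratio of channels. Diabetes had been induced with 65 mg/kg of streptozotocin (STZ), which destroys the insulin-producing cells of the pancreas, and control rats had received vehicle. There were 6 control and 6 STZ arrays at 1 month and 6 control and 6 STZ arrays at 3 months. Table 1 lists 5 control rats at 1 month and the legend of Figure 1 gives 5 animals per group. The paper's text does not name these animals, so all 24 arrays were used. The authors deposited the intensity of each spot after background subtraction, and the same intensity divided by a constant close to the median of its array. Before scaling, the median intensity of the rat probes on the 1 month control arrays 1 to 6 was 359.6, 273, 338, 295, 165 and 124. It lay between 156 and 303 (median 194) on the 1 month STZ arrays, between 149 and 308 (median 232) on the 3 month control arrays and between 125 and 164 (median 148) on the 3 month STZ arrays. Here each array was scaled to the median of its rat probes, scaled values under 0.01 were raised to 0.01, and log2 was taken. The present calls of the CodeLink software were not used here. A rat probe was tested if its median scaled intensity over the 24 arrays was above the 35th percentile of all 33911 probes, a scaled intensity of 0.554. This left 22025 of the 33849 rat probes, a number fixed by the percentile and not a separate count of detected genes. With the same limit, 17742 probes were above it on all 6 arrays of at least 1 group at each time point, and 22337 on at least 12 of the 24 arrays. Groups were compared with limma in 1 model of the 4 groups, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 1.2-fold difference. The number of arrays limits the precision of each difference.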

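Over the 60 pairs of arrays from the same group, the Pearson correlation of log2 intensities had a median of 0.963 and a range from 0.785 to 0.984. These correlations are across probes, which are not independent replicates. The median was 0.965 among 1 month control arrays, 0.959 among 1 month STZ arrays, 0.966 among 3 month control arrays and 0.968 among 3 month STZ arrays. The array of 3 month control rat 2 stood farthest from its group, with a median correlation of 0.842 with the other 5, and without this array the lowest correlation of any pair was 0.905. Control and STZ arrays of 1 month correlated with each other at a median of 0.960, as closely as arrays of the same group did. Control and STZ arrays of 3 months correlated at a median of 0.939. Arrays of different time points were less alike, with a median correlation of 0.830 and a range from 0.533 to 0.902. The interquartile range of log2 intensity also differed between groups, with medians of 3.47 in both groups of 1 month and 1.81 in 3 month controls, and values from 2.07 to 2.70 on the 3 month STZ arrays. With the 5th percentile of each array subtracted before scaling, a setting chosen after seeing the data, the median correlation within groups was 0.949.

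**Figure D1:**
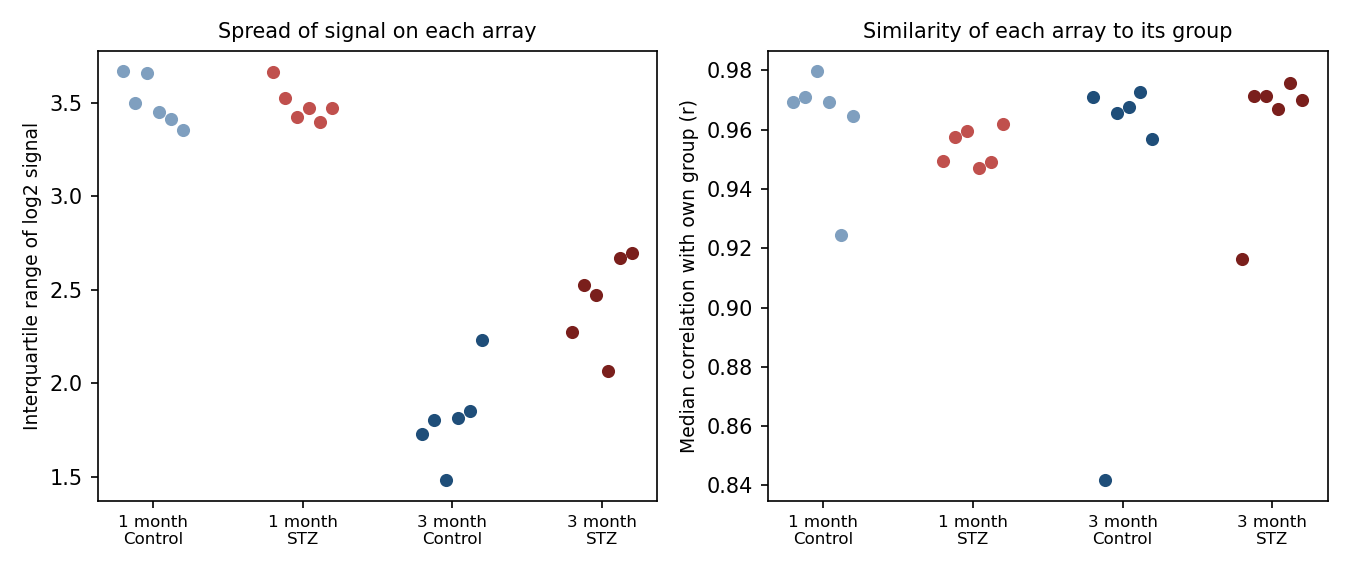
Each point is 1 array, grouped by time point and treatment. The left panel gives the interquartile range of log2 intensity on the array and the right panel its median Pearson correlation with the other 5 arrays of its group. The 3 month control arrays have the narrowest ranges, from 1.48 to 2.23, and 3 month control 2 lies lowest on the right, at 0.842.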

Expression values were generally consistent across rats and arrays in the study. Diabetes-associated changes were of a higher number and magnitude at 3 months as compared to 1 month post-STZ injection (Figure 1). 

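At 3 months, 11911 of the tested probes were called, of which 11130 were higher and 781 lower in STZ than in control retinas (93.4% higher). The median log2 fold change of all tested probes was 0.44 at 3 months and 0.01 at 1 month. The scaling of the arrays and the filter on dim probes moved these numbers. After quantile normalization the 3 month median was 0.16, and 6948 probes were called, of which 5424 were higher (78.1%). With no filter on dim probes, over all 33849 rat probes, the median was 0.19 and 15671 probes were called, 10879 higher and 4792 lower (69.4% higher). Median scaling and quantile normalization called 5036 of the same probes, 5031 of them in the same direction. With the brightness or the spread of each array as a covariate, settings chosen after seeing the data, limma called 0 probes at 3 months, and 1431 and 938 probes had an unadjusted p under 0.05. Treatment group accounted for 53.8% of the variance in brightness and 67.3% of that in spread among the 3 month arrays, so these covariates overlap with the treatment.

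At 1 month, limma called 2 probes, and 927 had an unadjusted p under 0.05. Neither probe has a gene symbol here, and both were singled out after their values were seen. Probe GE1279434 was higher in STZ retinas by 2.83 on the log2 scale (standard error 0.40, adjusted p = 0.00271 from limma), and at 3 months it fell by 1.19. Its mean log2 level at 1 month was -2.84 ± 0.38 in control retinas, below the detection limit, and -0.01 ± 1.26 in STZ retinas (SD, 6 rats each), so the size of the fold depends on signal near background. Probe GE1152889 was higher by 1.29 (standard error 0.22, adjusted p = 0.0447 from limma), with mean log2 levels of -5.34 ± 0.71 in control and -4.05 ± 0.21 in STZ retinas (SD, 6 rats each), both below the detection limit. With 1 array left out at a time, 5 probes were called without 1 month control 1. There were 2 calls without 1 month control 2, 3 or 6, 1 month STZ 4, 3 month control 2 or 3 month STZ 1, and 1 call without any other single array. At 3 months the count without 1 array lay between 8734, without 3 month control 2, and 14055, without 3 month control 6.

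The difference between the time points was tested as an interaction in the same model. For 3414 probes the effect of diabetes at 3 months differed from that at 1 month, and in 3253 of these (95.3%) it was the more positive at 3 months. With no filter on dim probes this held for 67.9% of 3474 probes, and after quantile normalization for 89.1% of 2387. The count of 3414 rested on single arrays. It was 2242, 2018, 1870 and 1948 without 1 month control 1, 3, 5 or 6, and 2212, 2200 and 2148 without 1 month STZ 2, 4 or 6. It was 1416, 2232, 939 and 9230 without 3 month control 1, 2, 3 or 6, and 1829, 1844, 5491, 781 and 759 without 3 month STZ 2, 3, 4, 5 or 6.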

The mean fold changes were 1.3 ± 0.6 fold for 1-month changes (124 genes) and 1.7 ± 0.4 fold for the 3 month changes (2310 genes). 

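The mean fold change of the probes called by limma, taken as the larger group mean over the smaller, was 4.77 ± 3.30 (SD over 2 probes) at 1 month and 1.64 ± 0.414 (SD over 11911 probes) at 3 months. Both probes were below the detection limit in control retinas at 1 month. The mean at 1 month rests on so few probes that it was 9.04 without 1 month STZ 5, when a single probe was called. Over all tested probes, called or not, the median absolute log2 fold change was 0.12 at 1 month and 0.48 at 3 months. The methods' test, which compares the groups of each time point without assuming equal variances, gave p under 0.01 for 317 probes at 1 month and for 3743 at 3 months, where chance alone would give 220.25. With the 1.2-fold limit added, 262 probes passed at 1 month (157 higher) and 3722 at 3 months (3473 higher). Their mean fold changes were 1.37 ± 0.389 and 1.76 ± 0.622 (SD over probes). The paper also filtered by present calls and removed some probes after a search against the rat genome, and neither step was repeated here. After Benjamini-Hochberg adjustment the methods' test left 0 probes at 1 month and 1921 at 3 months. All 6 STZ arrays lay beyond all 6 control arrays for 120 probes (0.545%) at 1 month and 2241 probes (10.2%) at 3 months, against 0.216% by chance. The paper sets the number and the mean size of the changes at the 2 time points side by side, and states that changes with diabetes were more numerous and larger at 3 months.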

The full set of gene expression data has been deposited in the NIH/NLM Gene Expression Omnibus (GEO accession # GSE11733) [15]. To determine processes or functional groupings which are altered with diabetes, ontological analysis was performed using Gene Ontology (GO) categories [16]. Ontology results identified a number of physiological processes and molecular functions altered in the diabetic animals (Figure 2). Of special note was the significant induction of the gene ontologies for the physiological processes of cytokine production/immune response at 3 months of diabetes. Also regulated were ontologies related to cytoskeleton/crystallin proteins and GABA receptor activity.

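Gene Ontology tables were not used here, and 10 lists of genes for the kinds of category in Figure 2 were tested instead, with 1 probe per gene. The test was limma's camera, which asks whether the genes of a list changed more than the other genes did, adjusted over 20 tests (10 lists at 2 time points). Because genes as a whole moved up by a median of 0.45 at 3 months, list medians are to be read against that value. The 8 complement genes had a median log2 fold change of 1.10 at 3 months, and 7 were called higher (adjusted p = 0.0106 from limma's camera). They ranged from Serping1, the C1 inhibitor, at 2.17 to C5ar1 at -0.27. The 8 acute phase genes had a median of 0.83, from A2m at 1.76 to Il6r at 0.38, and 6 were called higher (adjusted p = 0.0320 from limma's camera). The 9 antigen presentation genes had a median of 0.64, from Cd74 at 1.36 to Tap2 at -0.81, and 8 were called higher (adjusted p = 0.179 from limma's camera). Of the 16 cytokine and chemokine genes, 9 were called higher and 1 lower, with a median of 0.51 and a range from Ccl2 at 1.27 to Csf3 at -0.48 (adjusted p = 0.728 from limma's camera). These 4 lists also ranked upward after quantile normalization. The calls for the complement and acute phase lists held under fry, which also called the other 2 lists. Fry tests against 0 and called every functional list at 3 months, where genes as a whole moved up, so passing it says little. Neither the complement nor the acute phase call held when camera estimated the correlation between genes (adjusted p = 0.711 for both). Without 3 month control 6 the adjusted p was 0.0691 for complement and 0.102 for acute phase, and without 3 month control 4 it was 0.0561 for acute phase. With no filter on dim probes it was 0.678 and 0.862.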

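All 6 crystallin genes that could be tested were called higher at 3 months, with a median log2 fold change of 1.44 and a range from Cryba2 at 1.04 to Crygd at 4.39. As a list they passed fry (adjusted p = 0.00274 from limma's fry) but not limma's camera (adjusted p = 0.112). After quantile normalization all 6 still pointed up, with a median of 0.43, but only Crygd was called, and the adjusted p from limma's camera was 0.778. In the data scaled by the median, limma's camera gave an adjusted p of 0.00926 without 1 month STZ 4 and 0.0419 without 3 month STZ 2. Lens genes outside the crystallin family moved too, with Lenep higher by 2.72 and Lgsn by 2.21, while Lim2 was not called (0.43). Of 14 cytoskeleton genes, 7 were called higher, from Vim at 1.54 down to Tubg1 at -0.23 among all 14. Their median was 0.55 and the adjusted p from limma's camera 0.349, and the list ranked downward after quantile normalization (adjusted p = 0.778). Of 12 GABA-A receptor genes, 6 were called higher, among them Gabra4 at 1.15, and Gabrg1 was called lower at -0.84. This list had a positive median (0.36) and mean (0.30), yet limma's camera ranked it downward against the other genes (adjusted p = 0.851), fry upward (adjusted p = 0.000157), and camera after quantile normalization upward (adjusted p = 0.805). Among the other categories, the 25 ribosome genes had a median of 0.82 with 22 called higher (adjusted p = 0.000195 from limma's camera), a ranking that turned downward after quantile normalization (adjusted p = 0.815). The 19 endopeptidase inhibitors had a median of 0.80 with 13 called higher, from Timp1 at 2.80 to Serpinh1 at -0.18 (adjusted p = 0.0502 from limma's camera). This list passed the limit without 1 month control 2 (0.0453) or 4 (0.0498), without 1 month STZ 2 (0.0464), 3 (0.0412) or 4 (0.0241), without 3 month control 1 (0.0427), 2 (0.0365) or 3 (0.0397), and without 3 month STZ 1 (0.0291), 2 (0.0193), 3 (0.0253), 5 (0.0267) or 6 (0.0441). The 20 sterol metabolism genes had a median of 0.54 with 15 called higher, from Dhcr7 at 1.23 to Ebp at 0.02 (adjusted p = 0.112 from limma's camera), and ranked downward after quantile normalization (adjusted p = 0.778). No list passed camera with estimated correlation.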

**Figure 1:**
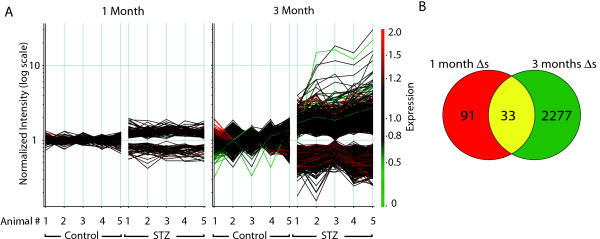
**Microarray analysis**. **A**. Differences in RNA expression 1 or 3 months after STZ induced diabetes were analyzed by Codelink whole genome microarray. After filtering for genes detected as present, differential expression was determined by ANOVA p < 0.01 and a fold change of 1.2 fold or greater. For differentially expressed genes values for each of the five animals in control and STZ treated groups are given in log scale normalized as described in the Methods. Lines are colored according to their relative normalized expression level. Far more changes and larger magnitude changes were detected after 3 months of STZ-induced diabetes as opposed to 1 month. **B**. Set analysis of the changes at 1 month and 3 months of STZ-induced diabetes demonstrates that the vast majority of 3 month changes are not observed at 1 month of STZ-induced diabetes.

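Of the 11911 probes that limma called at 3 months, 1 was also called at 1 month, in the opposite direction, and the other probe called at 1 month was not called at 3 months (log2 fold change -0.21, adjusted p = 0.419 from limma). Without 1 month control 1 the overlap was 2 probes. By the methods' test, at the thresholds of the paper, 50 probes were called at both time points, 46 of them in the same direction, which is 1.34% of the 3 month calls. A further 212 were called at 1 month alone and 3672 at 3 months alone. Across all tested probes the log2 fold changes of 1 and 3 months had a Pearson correlation of 0.13 and a Spearman correlation of 0.15, and over the probes called at 3 months the Pearson correlation was 0.0960. When group labels were permuted within each time point, 21 of 100 draws gave a correlation at least as far from 0 (permutation p = 0.218), between -0.27 and 0.24. The 2 time points have separate control rats, so no control array is shared between the effects.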

**Figure 2:**
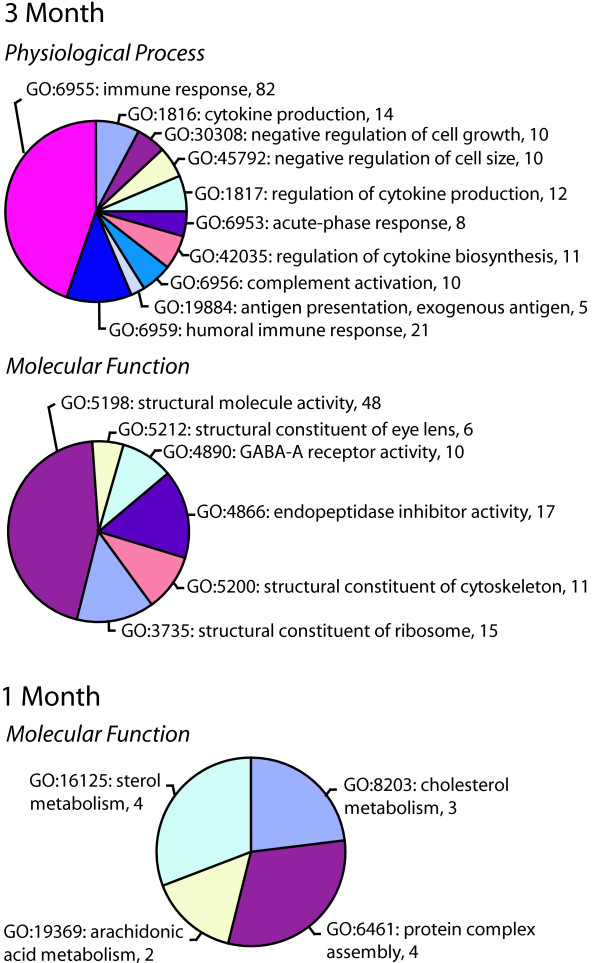
**Ontological analysis of 1 month and 3 month microarray changes**. Gene Ontology (GO) categories were queried for statistically significant overabundances of specific physiological processes or molecular functions. Statistical analysis was performed by taking the number of members of each process or function on the array and determining the number of changes that would be in that process by random chance. Processes or functions with a p value < 0.01 are given with GO accession #, function or process name and number of genes in that function or process. No statistically altered physiological processes were found for 1 month changes.

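At 1 month, 9 of the 10 functional gene lists were not called by limma's camera, with adjusted p values from 0.349 to 0.865. The crystallins, a list of structural proteins and not of a physiological process, were called lower, with a median log2 fold change of -0.49 over 6 genes, 5 of them lower (adjusted p = 0.0322 from limma's camera), though Crygd was higher by 1.20 and limma called 0 of the 6 genes singly. The call was not made by fry (adjusted p = 0.496) or by camera with estimated correlation (adjusted p = 0.711). It also rested on single arrays, since camera's adjusted p was 0.897 without 1 month STZ 4, 0.234 without 1 month control 5, 0.118 without 1 month control 6, 0.0583 without 1 month STZ 1 and 0.0691 without 3 month control 6.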

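The probes were paired with gene symbols through the RefSeq accessions of the array design. Of 5469 such accessions, 4675 matched a table of rat genes from the GRCr8 assembly, giving 4013 genes, and 3142 of the matched probes were among those tested. Most probes of the array are known by other sequence names and were not given symbols here. Of 32 genes that the paper took forward to qPCR, 25 had a probe named in this way. Vegfa, Chi3l1, Hspb1, Lama5, Fez2, Pcgf1 and Zfp219 were not analysed here. For Npr3, Il1b and Chrna4 every named probe lay below the detection limit, with median scaled intensities of 0.286, 0.216, and 0.196 for the brighter of the 2 Chrna4 probes. The other 22 genes were tested. Where a gene had several tested probes, the one with the highest mean log2 level was used. Other probes gave another picture for 4 genes. The second Jak3 probe was called higher at 3 months (log2 fold change 1.04) while the first was not, the second Stat3 probe pointed down (-0.45, not called) while the first pointed up, and probes of Icam1 and Slc15a2 under the limit pointed down (-0.95 and -0.51). Several symbols differ from the paper's names. Serping1 is C1-INH, Serpinf1 is PEDF, Slc16a1 is MCT1, Slc15a2 is PEPT2, Slc6a11 is GAT3 and Dclk1 is DCAMKL1.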

Based on statistical analysis of microarray data and available gene information, including previous reports, 32 genes were chosen for qPCR confirmation and validation (Table 3). These 32 genes represent both genes not previously associated with DR as well as those described with DR or other retinal pathologies, including clinical reports [13]. These genes were placed *post hoc *in three categories to aid in organization and presentation. These groups are not intended to be definitive or exclusionary nor do they preclude genes from having multiple functions across the different categories and these groupings do not represent canonical gene ontology classes. 

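Among inflammation-related genes, 11 were tested on the arrays, with a median log2 fold change of 1.33 at 3 months and 0.11 at 1 month. At 3 months 9 were called higher. Lgals3 rose from a mean log2 level of 0.51 ± 0.48 in controls to 3.35 ± 0.63 in STZ retinas (SD, 6 rats each), the largest change of the list (2.84, standard error 0.41, adjusted p = 5.66e-05 from limma). Lgals3bp was higher by 1.51, Cd44 by 1.33 and Il6 by 0.88. Il6 was near background at 3 months (mean log2 -1.49 in control and -0.61 in STZ retinas), so the size of its change is uncertain. Ccl2 was higher by 1.27 (standard error 0.23, adjusted p = 0.000326 from limma), with every STZ retina above every control, and at 1 month by 0.11 (standard error 0.23). Jak3 (0.46) and Stat3 (0.39) were not called, fell to -0.08 each under quantile normalization, and were called without 3 month control 2 (Jak3, 0.63) and without 3 month control 1 (Stat3, 0.52). As a list these genes stood above other genes at 3 months (adjusted p = 0.000190 over 6 tests from limma's camera), which held under fry and not with estimated correlation (adjusted p = 0.151). Because the paper chose the genes on these arrays, this is not independent evidence, and the same holds for the other lists of its genes. At 1 month the list did not (adjusted p = 0.315 from limma's camera), except without 1 month STZ 4 (adjusted p = 0.0152).

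Of the microvascular genes, 6 were tested and 5 called higher at 3 months. Edn2 was higher by 1.47 (standard error 0.31, adjusted p = 0.000950 from limma), Ednrb by 0.87, Vcam1 by 0.82, Icam1 by 0.64 and Nppa by 0.47 (0.03 above the median of all tested probes). In 3 month control retinas Ednrb (mean log2 -0.39), Icam1 (-0.08) and Nppa (0.05) were near background, so the size of their changes is uncertain. A second tested Icam1 probe, also dim in these controls (-0.37), rose by 1.31 (adjusted p = 4.22e-05 from limma), while the one under the limit fell (-0.95). A second tested Ednrb probe rose by 0.56 (adjusted p = 0.0374 from limma) and was not called under quantile normalization (0.30). Slc16a1 was at 0.12 and not called, and at -0.45, not called either, under quantile normalization. The list did not pass limma's camera (adjusted p = 0.232) and passed fry (adjusted p = 1.53e-05), which tests against 0 where genes as a whole moved up.

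Of the neuronal function genes, 5 were tested and 5 called at 3 months, 3 of them higher. Slc6a11 was higher by 2.36 (standard error 0.30, adjusted p = 2.57e-05 from limma), Slc15a2 by 1.54 and Dclk1 by 0.90. Kcne2 was at -0.81 (standard error 0.18, adjusted p = 0.00133 from limma) and Grin2a at -0.32. The Grin2a levels (mean log2 -0.56 in control and -0.88 in STZ retinas) were near those of the bacterial probes, whose median scaled intensity was 0.683 and 0.557, so its fall is not told from background. By limma, Dclk1 was not called without 3 month STZ 6 (0.80, adjusted p = 0.0588) or under quantile normalization (0.52, adjusted p = 0.266). Grin2a was not called under quantile normalization (-0.22), nor without 3 month control 3 (-0.30) or 5 (-0.24), nor without 3 month STZ 1 (-0.29), 2 (-0.31), 4 (-0.31) or 6 (-0.31). The median of the list was 0.90, while limma's camera ranked it downward against other genes (adjusted p = 0.655) and fry upward (adjusted p = 0.0145).

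**Figure D2:**
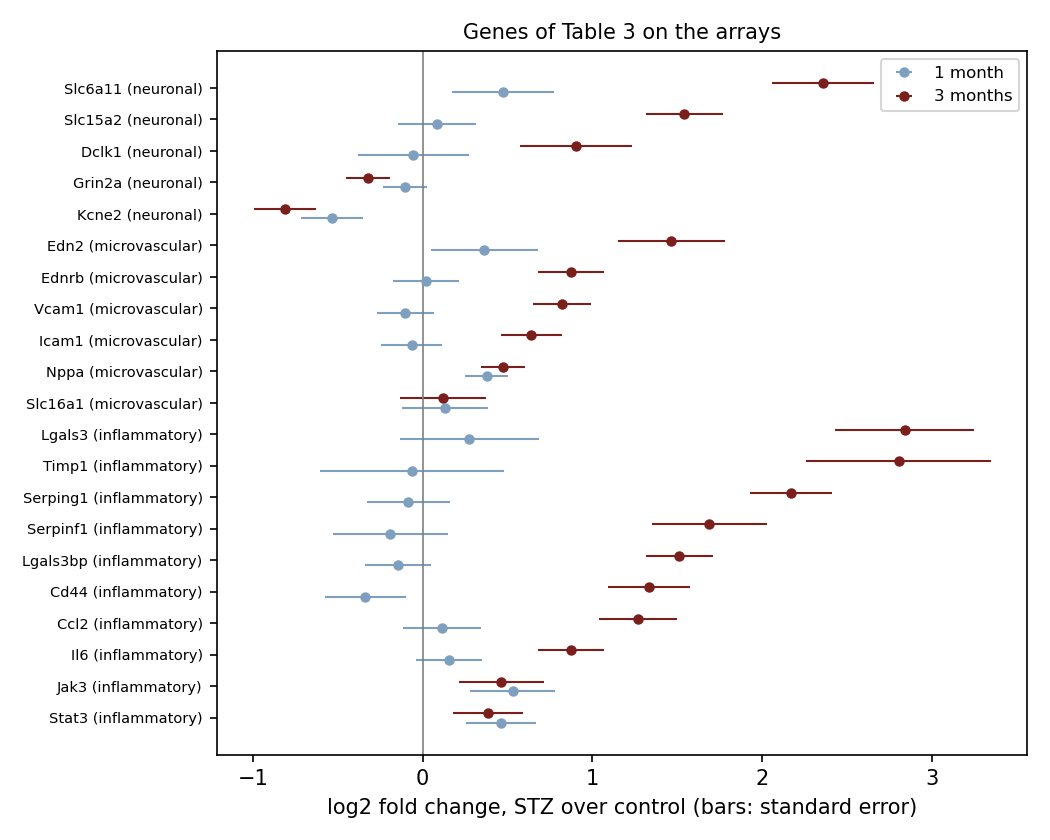
Log2 fold change of STZ over control retinas for 21 tested genes, at 1 month and at 3 months, with standard errors from limma (6 rats per group). Genes are grouped as microvascular, inflammatory and neuronal. At 3 months 19 of the 21 lie above 0, and Jak3, Stat3 and Slc16a1 move below 0 under quantile normalization.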

Nine genes were placed in the neuronal function group, 8 in the microvascular, and 15 in the inflammatory-related group. 

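Beyond genes chosen for qPCR, the probes with a symbol were ranked by the size of their change at 3 months, among 412 probes that were called and whose 6 STZ arrays all lay beyond the 6 control arrays. The 10 largest were all higher in STZ retinas. Besides Lgals3, Timp1, Slc6a11 and Serping1, they were Lenep, a lens epithelial protein gene, Cebpd, a transcription factor gene, at 2.38 (standard error 0.33, adjusted p = 4.22e-05 from limma), S100a4 and Decr1 at 2.08 each, Cd24 at 1.90 (standard error 0.54, adjusted p = 0.00595 from limma) and the protease inhibitor gene A2m. Relative to the median of all probes, these changes were between 1.31 for A2m and 2.39 for Lgals3. All 10 were also called under quantile normalization, where A2m was lowest at 1.09. Timp1 and Decr1 were called neither by the methods' test nor by its adjusted form, and Cd24 was not called by the adjusted form. Their levels varied widely between STZ rats, with SDs of 2.05 for Timp1 and 1.86 for Decr1. Without 3 month STZ 1, Timp1 was higher by 1.99 and Decr1 by 1.33, and both stayed called by limma. With the spread of each array as a covariate, chosen after seeing the data, none of the 10 was called by limma, with log2 fold changes between 0.92 for A2m and 3.29 for Timp1. No probe with a symbol was called at 1 month.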

The 32 genes examined by qPCR are only a subset of the changes observed in the microarray analysis since qPCR confirmation of microarray changes (2401 genes) was not logistically feasible. Other genes/processes which were examined further are described in other reports [17,18].

**Table 3:** Gene names, aliases, and qPCR assay numbers.

**Gene Grouping**	**Gene Symbol**	**Assay-on-Demand Catalogue #**	**Gene Name**	**Aliases**
**Microvascular**	EDN2	Rn00561135_m1	Endothelin 2	ET2
	EDNRB	Rn00569139_m1	Endothelin receptor B	ETRB, ETB
	ICAM1	Rn00564227_m1	Intercellular adhesion molecule 1	CD54
	MCT1	Rn00562332_m1	Monocarboxylate transporter 1	Slc16a1
	NPPA	Rn00561661_m1	Natriuretic peptide precursor A	ANP
	NPR3	Rn00563495_m1	Natriuretic peptide receptor 3	NPR-C, ANP-CR
	VCAM1	Rn00563627_m1	Vascular cell adhesion molecule 1	
	VEGFA	Rn00582935_m1	Vascular endothelial growth factor A	VEGF
**Inflammatory**	C1-INH	Rn01485600_m1	Complement 1-inhibitor	Serping 1, C1NH, C1l
	CCL2	Rn00580555_m1	Chemokine (C-C motif) ligand 2	MCP1, GDCF2, MCAF, SCYA2, SMCCF
	CCR5	Rn00588629_m1	Chemokine, CC Motif, Receptor 5	CCCKR5, CMKBR5, CKR5
	CD44	Rn00563924_m1	Cd44 antigen	CDW44, Pgp1
	CHI3L1	Rn01490608_m1	Chitinase 3-Like 1	GP39, YKL40
	HSPB1	Rn00583001_g1	Heat shock 27 kDa protein 1	HMN2B, HSP27, HSP28, HSP25
	JAK3	Rn00563431_m1	Janus Kinase 3	JAKL
	IL-1β	Rn00580432_m1	Interleukin 1 beta	IL-1
	IL-6	Rn00561420_m1	Interleukin 6	BSF2, HGF, HSF, IFNB2, IL-6
	LAMA5	Rn01415966_g1	Laminin, alpha 5	
	LGALS3	Rn00582910_m1	Lectin, galactoside-binding, soluble, 3	CBP35, GAL3, GALBP, MAC2
	LGALS3BP	Rn00478303_m1	lectin, galactoside-binding, soluble, 3, binding protein	MAC2BP, Serum Protein 90K
	PEDF	Rn00709999_m1	Pigment epithelium-derived growth factor	SERPINF1
	STAT3	Rn00680715_m1	Signal transducer and activator of transcription 3	APRF
	TIMP1	Rn00587558_m1	Tissue inhibitor of metalloproteinase 1	EPA
**Neuronal Function**	CHRNA4	Rn00577436_m1	Cholinergic receptor, nicotinic, alpha	BFNC, EBN, EBN1, NACRA4
	DCAMKL1	Rn00584294_m1	Doublecortin-like kinase 1	Dckl1, Cpg16
	FEZ2	Rn01468629_m1	Fasciculation and elongation zeta 2	Zygin II
	GRIN2A	Rn00561341_m1	Glutamate receptor, ionotropic, NMDA 2A	NMDAR2A, NR2A
	KCNE2	Rn02133036_s1	Isk-related voltage-gated K+ channel 2	LQT5, LQT6, MGC138292, MIRP1
	PCGF1	Rn01425394_g1	Polycomb group ring finger 1	Nspc1
	PEPT2	Rn00581522_m1	Proton-dependent high affinity oligopeptide transporter	Slc15a2
	GAT3	Rn00577664_m1	GABA transporter 3	Slc6a11
	ZNF219	Rn01414563_g1	Zinc finger protein 219	ZFP219

### qPCR confirmation and validation

Quantitative PCR analysis occurred in several steps. First, genes were confirmed for expression changes in the same set (Set 1, Table 1) of animals as used in the microarray analysis. Second, gene expression changes were validated in a second, independent set of animals (Set 2). Samples from the 3 month time point of Set 1 were exhausted before completion of the study and therefore another set (Set 3) of independent animals was generated for the 3 month time point. Genes were considered to be confirmed if the gene expression change was statistically significant at the appropriate time point in all of the animal sets tested.

Microvascular-related genes demonstrated highly reproducible changes across three independent sets of rats with 5 genes significantly altered at the 3 month time point (EDN2, EDNRB, ICAM1, MCT1, NPPA). For a complete listing of full gene names and synonyms see Table 3. VEGFA reproducibly decreased at 1 month (Figure 3). Two microvascular-related genes (NPR3, VCAM1) did not reach a statistically significant level of change in all sets of rats [See Additional file 1]. Of the 15 inflammatory genes tested, 12 genes (C1-INH, CCR5, CD44, CHI3L1, HSPB1, JAK3, LGALS3, LGALS3BP, LAMA5, PEDF, STAT3, TIMP1) were reproducibly upregulated at 3 months (Figures 4 &5). CCL2 (MCP-1) was increased at both 1 and 3 month time points (Figure 5). Of particular note were commonalities with a recent seminal report of vitreous protein levels in proliferative DR patients (Figure 5) [13]. The magnitude of induction in the inflammatory genes was much larger than other groups with inductions as high as 80 fold. Two inflammatory transcripts were not confirmed as gene expression changes [IL1β, IL6 [See Additional file 2]. All 7 confirmed neuronal function-related genes (DCAMKL1, GAT3, GRIN2A, KCNE2, PCGF1, PEPT2, ZNF219) revealed reproducible decreases at 3 months of STZ-induced diabetes (Figure 6). Two genes (CHRNA4, FEZ2) did not change in a statistically significant manner in all sets of rats [See Additional file 3]. In general, expression ratios were similar between microarray and qPCR measurements. 

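The qPCR data were not analysed here, and only the direction in which the paper reports each gene was set beside the arrays at 3 months. For 13 tested genes that the paper reports as higher by qPCR, the array log2 fold change was above 0 in 13, and 11 were called higher. Of all probes called at 3 months 93.4% were higher, and the paper chose these genes partly on these arrays. A rise on the arrays is therefore weak evidence of agreement. Under quantile normalization 11 of the 13 lay above 0, all but Jak3 and Stat3. There the second Jak3 probe lay above 0 (0.76) and the second Stat3 probe below it (-0.41). Of 7 tested genes that the paper reports as lower, 2 were lower on the arrays, Kcne2 and Grin2a, and both were called, Grin2a at a level near background. Another 4, Slc6a11, Slc15a2, Nppa and Dclk1, were called higher on the arrays, and Slc16a1 was not called. Under quantile normalization 3 of the 7 were lower, with Slc16a1 added.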

An exact technical comparison is not possible as, in most cases, different animals (Set 1vs Set 2 or 3) and different numbers (N) of animals used in the microarray and qPCR analyses.

**Figure 3:**
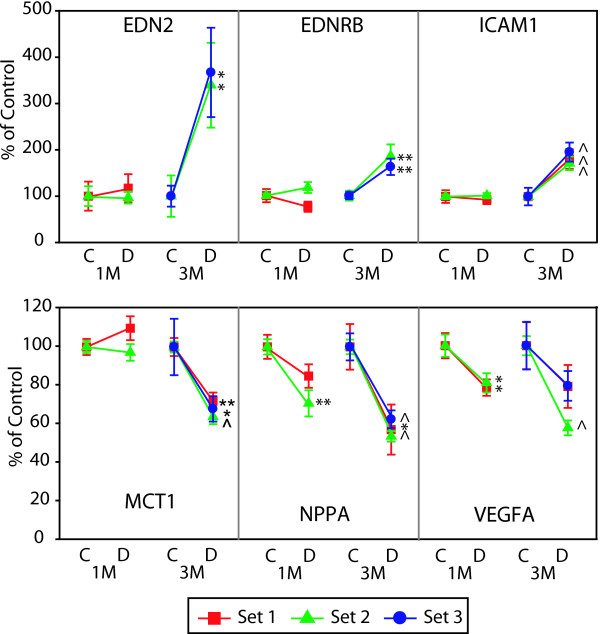
**qPCR confirmation of microvascular-related gene changes across multiple sets of animals**. qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, *p < 0.05, **p < 0.01, ^p < 0.001. EDN2, endothelin 2; EDNRB, endothelin receptor type B; ICAM1, intercellular adhesion molecule 1; MCT1, monocarboxylate transporter 1; NPPA, natriuretic peptide precursor type A; VEGFA, vascular endothelial growth factor A.

**Figure 4:**
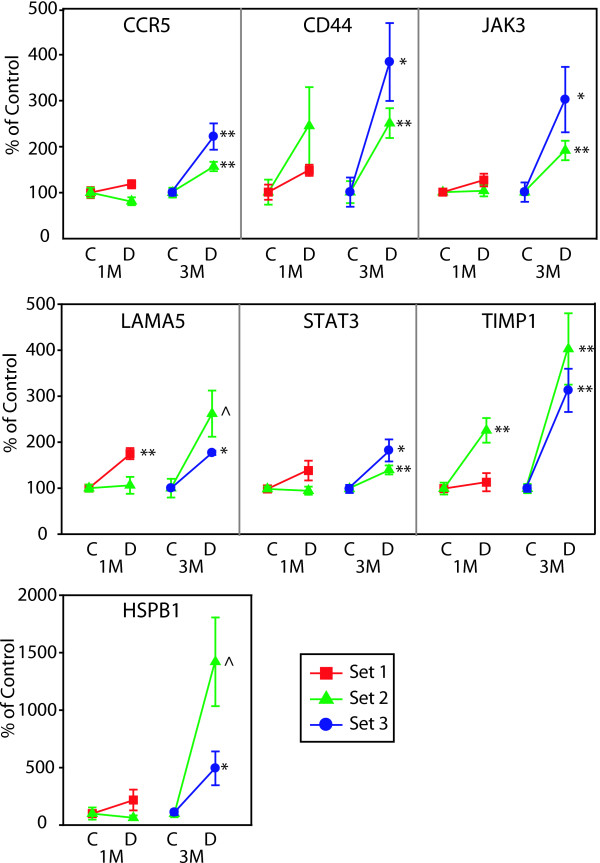
**qPCR confirmation of inflammation-related gene changes across multiple sets of animals**. qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, *p < 0.05, **p < 0.01, ^p < 0.001. CCR5, chemokine (C-C motif) receptor 5; CD44, cell surface glycoprotein CD44; HSPB1, heat shock 27 kDa protein 1; JAK3, janus kinase 3; LAMA5, laminin, alpha 5; STAT3, signal transducer and activator of transcription 3; TIMP1, tissue inhibitor of metalloproteinase 1.

**Figure 5:**
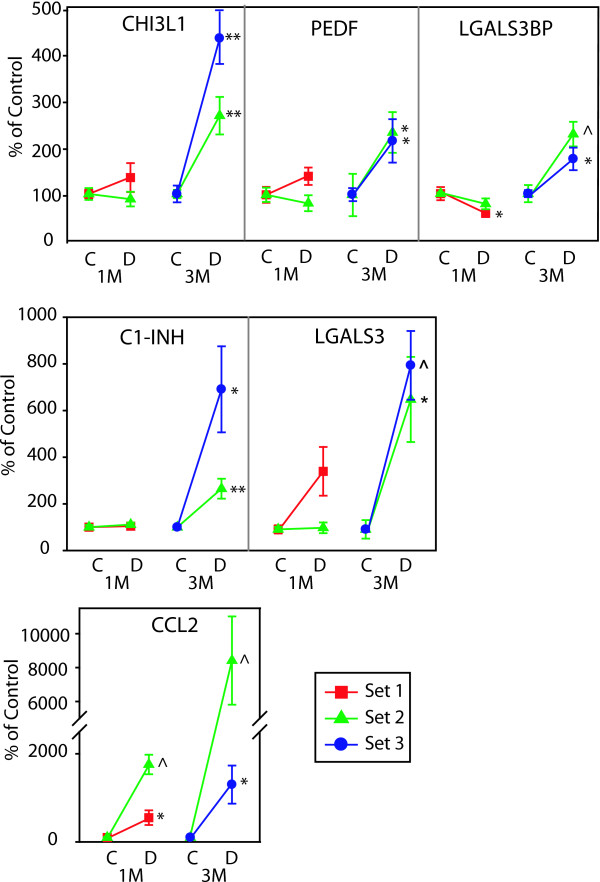
**qPCR confirmation of inflammation-related genes previously reported in patients with DR**. qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, *p < 0.05, **p < 0.01, ^p < 0.001. C1-INH, complement component 1 inhibitor; CCL2, chemokine (C-C motif) ligand 2; ChI3L1, chitinase 3-like 1; LGALS3, lectin, galactoside-binding, soluble, 3; LGALS3BP, lectin, galactoside-binding, soluble, 3, binding protein; PEDF, pigment epithelium-derived factor.

**Figure 6:**
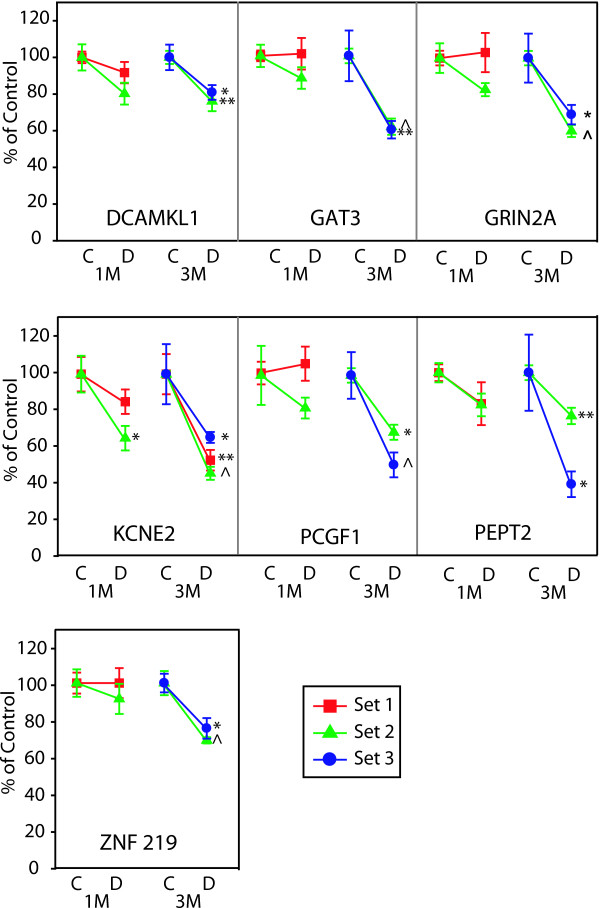
**qPCR confirmation and validation of neuronal function-related genes with consistent changes in multiple sets of animals**. qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, *p < 0.05, **p < 0.01, ^p < 0.001. DCAMKL1, doublecortin-like kinase 1; KCNE2, potassium voltage-gated channel, Isk-related family, member 2; PCGF1, polycomb group ring finger 1; PEPT2, proton-dependent high affinity oligopeptide transporter; GAT3, Gamma-aminobutyric transporter 3; ZNF 219, zinc finger protein 219.

To visualize the entire pattern of gene expression measured by qPCR in the different sets of animals the qPCR gene expression data was used to generate a Principle Components Analysis (PCA) plot (Figure 7). This allows for visualization of the relationship between sets of animals at different time points and treatments. The first component provides separation between control and diabetic sets and accounts for 75.6% of the study variance providing further evidence of the reproducibility of the diabetic effect. Furthermore, the 1 month animal sets represent a midpoint between control and 3 month diabetic animals. This demonstrates that while most of these genes are not statistically altered at 1 month, there is a gene expression pattern developing prior to onset of significant increases in vascular permeability and apoptosis. The second component accounted for a much smaller percentage of the study variance (8.5%) and represents the variability between the independent sets of animals. Therefore, these gene expression changes are a robust effect compared to inter-experiment variability.

**Figure 7:**
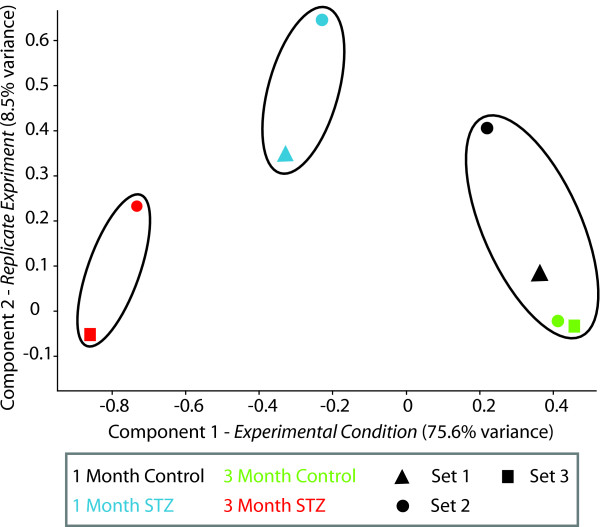
**Condition clustering using qPCR data**. qPCR data from the set of 26 validated genes in the previous figures was clustered by principle components analysis (PCA) to provide a visualization of the relationship between treatments and experiment sets. The 1st component, corresponding to the experimental treatment accounted for 75.6% of the variance, while the replicate set of animals were separated by the 2^nd ^component, accounting for 8.5% of the variance. Of note is that the 1 and 3 month STZ groups separate from the control animals and from each other, suggesting that a pattern of altered expression is beginning at 1 month. A high degree of similarity was evident between all of the control groups. Set 1 3 month data is not included because values for all genes could not be collected.

## Discussion

The purposes of this study were to examine retinal permeability and apoptosis at 1 and 3 months of diabetes and to identify accompanying retinal mRNA expression changes. The time points of this study were chosen as models of the chronic progressive nature of complications such as DR and are consistent with previous studies [14,19]. The findings of the study demonstrate that changes in retinal expression of inflammatory, microvascular, and neuronal transcripts occur in concert with functional changes in retinal permeability and apoptosis.

The increased vascular permeability reported here (52%) closely replicates our previous findings of increased vascular permeability (62%) at 3 months of diabetes [19]. Similarly, we confirmed our previous finding of increased caspase-3 activity at 3 months of diabetes [14]. We both confirm that these changes are evident at 3 months of diabetes and report that there are no changes in vascular permeability and caspase-3 activity at 1 month by these methods. Lack of significant change in permeability and apoptosis with the assays used at 1 month of diabetes provides the opportunity to assess those gene expression changes which occur before and/or concomitantly with functional alterations.

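By limma with adjustment over all tested probes, 19 of the 22 tested genes that the paper carried to qPCR were called at 3 months, 17 higher and 2 lower, and 0 at 1 month, where 4 had an unadjusted p under 0.05. The numbers were the same when adjusted over the list alone, 19 and 0, which is not independent evidence because the paper chose the genes on these arrays. The methods' test called 16 genes at 3 months and 2 at 1 month, Nppa and Kcne2.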

Thirty two genes significantly altered in the microarray analysis were subjected to qPCR confirmation. After qPCR confirmation of 26 of these genes in multiple sets of animals, these genes were placed in the microvascular, neuronal function and inflammatory gene sets because they represent central hypotheses of retinal cellular alterations with diabetes. While the interactions of the microvascular and neuronal cells along with inflammatory activation are not fully understood, the various retinal cells clearly function in a coordinated fashion with integrated metabolism and cell – cell contacts. We have previously postulated a "feed-forward" interaction concept in which defects in vascular, neural and inflammatory responses to diabetes perpetuate the neurovascular degeneration [9]. These genes were tested across replicate sets of rats to determine those which were reproducibly altered. A major finding of this work is the reproducibility of these changes across independent experiments. Many more differentially regulated genes from the microarray analysis remain to be confirmed and expanded upon [as described elsewhere [17,18]]. As mRNA levels do not always correspond to protein expression levels, future studies will be needed to address changes in protein levels and precise cellular localization of these changes.

### Microvascular

Microvascular dysfunction is a hallmark of DR, with numerous reports of diabetes-induced changes in humans as well as in animal models. Several reproducibly altered microvascular transcripts were confirmed in this study (Figure 3). ICAM1 (intercellular adhesion molecule 1) is commonly associated with retinal disease states, as adhesion molecules are produced by vascular endothelial cells are induced during the proliferative stages of DR [20]. ICAM1 suppression decreases leukostasis and vascular leakage in retinas of STZ-diabetic rats [21] and ICAM1 deficient STZ treated mice demonstrate reduced leukocyte adhesion and vascular permeability as compared to wild-type [22].

While the EDN1 (endothelin 1) alterations have been well described in DR, induction of EDN2 (endothelin 2), a potent vasoconstrictor, and the endothelin receptor EDNRB (endothelin receptor B) have been described after 6 months of diabetes and light injury [23,24]. NPPA (natriuretic peptide precursor type A; also known as atrial natriuretic peptide, ANP) is an antigrowth factor in endothelial cells that counteracts the angiogenic and permeability actions of VEGF. NPPA is also protective against NMDA-induced retinal neurotoxicity [25]. Our findings concur with a recent report of decreased NPPA mRNA and protein levels at 3 months but not 1 month of STZ-diabetes in rats [26].

Retinal mRNA levels of MCT1 (monocarboxylic acid transporter 1), transporter of lactate and pyruvate between astrocytes and neurons, were previously reported to be unchanged in the rat retina at 10 weeks of STZ-induced diabetes [27]. However, MCT1 mRNA levels were consistently decreased at 3 months of diabetes in this study.

Induction of retinal VEGFA (vascular endothelial growth factor) protein with diabetes is well known, but previous studies of VEGF mRNA have produced conflicting results. For example, retinal VEGF mRNA levels have been reported to be unchanged at 3 months [28], increased at 6 months [29], and decreased at 6 months [12] duration of STZ-induced diabetes in the rat. We demonstrate a consistent decrease in VEGF mRNA expression in multiple independent sets of animals. The lack of concordance with previously described increases in VEGF protein suggests a post-translational mechanism for VEGF protein regulation. In total, these microvascular gene expression differences indicate a synergistic increase in microvascular dysfunction (ICAM1, EDN2, and EDNRB) and decrease in a potential compensatory mechanism (NPPA).

### Inflammation

Altered inflammatory equilibrium has the potential to exacerbate or be induced by both the neurodegenerative and microvascular dysfunctions typical of DR [9]. Clinically, elevated vitreal levels of pro-inflammatory cytokines have been described (e.g. [10,13]). Our findings confirm the induction of many of these same factors in a rodent model and provide evidence of a number of novel inflammation-related changes (Figures 4 &5), some of which have also been described in Müller cells after 6 months of experimental diabetes [12]. The majority of the genes can be described as pro-inflammatory (CCL2, CCR5, CD44, CHI3L1, JAK3, STAT3, TIMP1, LAMA5, LGALS3, and LGALS3BP) with some potentially anti-inflammatory changes (PEDF, HSPB1, C1-INH).

Pro-inflammatory changes included chemokines, receptors, and signaling molecules. All of these genes have multiple points of interaction with inflammatory and chemotactic cascades which themselves are often associated with breakdown of vascular barrier properties and neurodegeneration. Specifically, elevated CCL2 (chemokine, CC motif, ligand 2), (also known as Scya2; Small inducible Cytokine A2, and MCP-1; monocyte chemotactic protein 1) has been reported in the vitreous of patients with proliferative DR [30], with increased CCL2 correlating with increasing severity of proliferative DR [31]. The high level of induction at 1 month (20.9 fold in set 1 and 5.4 fold in set 2) and even higher elevation at 3 months (84.1 fold in set 2 and 13.0 fold in set 3) demonstrates for the first time that CCL2 mRNA is increased in the retina of STZ-diabetic rats and suggests a very strong pro-inflammatory response that occurs within one month of diabetes and progresses with time.

CCR5 (chemokine, CC motif, receptor 5) a RANTES receptor facilitates leukocyte infiltration into the retina [32] and could work synergistically with elevated levels of RANTES present with diabetes [33]. CD44 is a widely expressed glycoprotein that plays a direct role in leukocyte trafficking to the retina [34]. The systemic plasma levels of the primary ligand for CD44, hyaluronan, are increased in diabetic patients [35]. In a manner similar to CCR5, increased CD44 levels could work synergistically with elevated levels of its ligand to recruit leukocytes.

JAK3 (janus kinase 3) expression requires cytokine signaling and inhibition of JAK3 prevents STAT3 activation [36]. STAT3 (signal tranducer and activator of transcription 3) has been localized to the inner nuclear layer and ganglion cells [37]. TIMP-1 (tissue inhibitor of metallopeptidase1) expression is regulated through STAT3 [38] and TIMP-1 is induced in the epiretinal membranes of Type 1 and Type 2 diabetic patients [39].

CHI3L1 (chitinase 3-like 1) is an inflammatory marker associated with acute and chronic inflammation, chemotaxis, and angiogenesis. CHI3L1 plasma levels in Type II diabetes patients are positively correlated with insulin resistance and endothelial dysfunction [40]. LGALS3 (lectin, galactosidase-binding, soluble, 3), also known as GAL3 (galectin 3), plays many roles in inflammatory responses as an advanced glycation end-products (AGE) receptor [41]. AGEs are elevated in diabetic tissues and sera [42]. Removal of LGALS3 inhibits AGE-mediated retinal ischemia and suggests an important role for LGALS3 in AGE-related pathophysiology [43]. LGALS3BP (lectin, galactosidase-binding, soluble, 3, binding protein), is a cell adhesion binding protein for LGALS3 and is elevated in patients with DR [13]. There are no reported data describing the role of LAMA5 (Laminin, alpha-5) retina, however, laminin-LGALS3 interactions can promote leukocyte adhesion [44].

The three potentially anti-inflammatory gene expression changes confirmed (C1-INH, HSPB1, and PEDF) may represent a compensatory response to aspects of the pro-inflammatory response. C1-INH (complement component 1 inhibitor), also known as Serping1 [serine (or cysteine) peptidase inhibitor, clade G, member1], protein expression is increased in DR patients and C1-INH blocks the increased permeability caused by vitreal injection of carbonic anhydrase [13]. HSPB1 (heat-shock 27-kD protein 1), also commonly known as Hsp27, inhibitis both caspase-dependent and -independent apoptosis [45] and is protective against oxidative stress breakdown of barrier integrity [46].

The observation that PEDF (pigment epithelium-derived factor) counteracts the effects of VEGF through antiangiogenic properties [47] has been challenged by recent report of elevated levels of PEDF in patients with proliferative DR than controls [48]. In fact, increased vitreal levels of PEDF have been described in other DR clinical reports [13]. We also observe an induction of PEDF and more studies will be needed to determine if PEDF induction is a compensatory response to other inflammatory and angiogenic changes or if it has a different purpose.

The majority of these inflammatory changes occur at 3 months of diabetes, the same time as the functional changes. However, the marked induction of CCL2 occurs before observed changes in permeability and apoptosis. This may represent an initial event which leads to the cascade of events eventually resulting in retinal dysfunction. Examination of the entire pattern of gene expression (Figure 7) raises the possibility that small magnitude changes could be working in concert to progressively cause later retinal dysfunction.

### Neuronal function

We have previously reviewed the neuronal components of DR pathophysiology and the role of neurodegeneration in vision loss [9]. The data presented in this study establish transcriptional alterations in a set of genes related to neuronal function, all suggestive of neurodegeneration. DCAMKL1 (doublecortin-like kinase 1) is highly expressed in the ganglion cell layer [49] and functions with Doublecortin in microtubule stabilization. Further studies will be needed to determine if a decrease in DCAMKL1 could be associated with reductions or weakening of synapses observed in diabetic rat retinas [17].

PEPT2 (proton-coupled peptide transporter, Slc15a2) transports peptides across membranes in a low capacity/high affinity manner and is expressed in the inner nuclear layer Müller cells and in astrocytes of the retinal ganglion layer [50]. GAT3 (GABA transporter 3, Slc6a11) is found on both neuronal and glial cells in the retina [51]. The possible role of decreased GABA uptake in retinal pathology is unclear, but could induce electrophysiological changes in the diabetic retina [52].

KCNE2 (isk-related voltage-gated K+ channel 2) colocalizes with KCNQ channel members to regulate channel activity. While KCNE2 is uncharacterized functionally in the retina, it is highly enriched in rods [53]. GRIN2A (ionotropic glutamate receptor 2a, NMDAR2a) receptors are poorly characterized in the retina, but could play a role in the altered dark adaptation as neurotransmission is increased in the dark [54].

PCGF1 (polycomb group ring finger 1), also known as nervous system polycomb 1 (NSPc1), is a nervous system transcription repressor regulated by PKC signaling [55]. ZNF219 (zinc finger protein 219, or Zfp219) is an uncharacterized transcriptional repressor [56] with highest expression in the brain and nervous system.

While existing knowledge of these neuronal function-related genes in the retina is limited, the collective decreases observed indicate a compromised neuronal phenotype. Current work suggests that neurodegeneration in diabetic retinopathy includes a synaptic component that may lead to reduced neuronal function and signaling [17] further developing the concept of a compromised neuronal phenotype [9].

Lastly, to visualize the interactions between the different genes confirmed by qPCR, the Ingenuity Pathway Analysis (IPA) system was used to generate a network of gene interactions. Twenty-two of the genes confirmed by qPCR, along with increased caspase activity and decreased insulin levels created a network of interactions [See Additional file 4]. The additional genes and vascular permeability values were not able to be included in a rigorously generated network. This does not preclude them from having roles in the network. While these network analyses can only use known interactions, these increases in expression or activity (red fills) and decreases in expression or levels (green fills) could act synergistically, as we have previously proposed [9]. Furthermore, when previously described roles of these transcripts in functions and diseases (inflammation, diabetes, non-proliferative DR, and neuropathy) are overlaid onto the network, a number of interactions are obvious (orange highlights). As we have discussed above, the combination of these changes could produce a neurovascular inflammatory response.

## Conclusion

Each of the genes described has potential roles in the increased vascular permeability and apoptosis observed. A critical finding of this study is that a number of inflammatory genes (C1-INH, CCL2, LGALS3, LGALS3BP, and PEDF) are induced in a manner similar to clinical reports of patients with DR [13]. These inductions occur in tandem with increases in vascular permeability and apoptosis that are analogous to the clinically observed changes in barrier properties and apoptosis. These findings suggest that the STZ-rat could be used to model aspects of clinical DR, especially inflammation. The STZ-rat model may provide a useful preclinical tool to investigate the specific roles of these genes in diabetes-induced retinal pathophysiology. This model may also serve as a preclinical model for studies of potential therapeutics to assess their efficacy in preventing or reversing deregulation of retinal gene expression and pathophysiology with diabetes.

The individual genes identified and confirmed here are points of interest for future studies focused on elucidating the role of each gene product in normal retinal physiology and DR. Together, the panel of genes altered with diabetes provides further evidence to support the hypothesis of a feed-forward cycle of chronic inflammation, neurodegeneration, and compromised blood-retinal barrier function in the pathophysiological development of DR.

## Methods

### Animals

Experiments were performed following the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research protocols. All rats were maintained by the Penn State JDRF Animal Core in accordance with the Institutional Animal Care and Use Committee guidelines under specific pathogen-free conditions and monitored by quarterly sentinel testing. Sprague Dawley male rats (Charles River Laboratories, Wilmington, MA) arrived at 100–125 grams. After one week and following an overnight fast, diabetes was induced by intraperitoneal injection of 65 mg/kg streptozotocin (Sigma-Aldrich, St. Louis, MO) in 10 mM sodium citrate pH 4.5 vehicle. Control rats were injected with an equal dose of vehicle only. Rats had free access to food and water, and were on a 12 hour light/dark cycle. Blood glucose level and body weight were measured 6 days post-STZ or vehicle injection, and biweekly throughout the experiment. Only rats with blood glucose levels >250 mg/dL at the time of the original test were included in the diabetic groups (Table 1, Online Appendix). No exogenous insulin was delivered. At the time of retinal harvest, rats were given a lethal dose of pentobarbital, 100 mg/kg, (Ovation Pharmaceuticals Inc., Deerfield, IL) by intraperitoneal injection. Retinas were excised and quickly frozen in liquid nitrogen.

### Vascular permeability

Blood-retinal barrier permeability was measured in rats after 1 and 3 months after streptozotocin (STZ) treatment using a FITC-BSA modification of the method described by Xu et al. [57] using FITC-BSA. Under ketamine/xylazine anesthesia (67/6.7 mg/kg body weight, i.m.), animals received femoral vein injection of 100 mg/kg body weight of fluorescein isothiocyanate-bovine serum albumin (FITC-BSA) in sterile PBS (Sigma, St. Louis, MO). After 2 hours, the animals were anesthetized again with ketamine/xylazine. The abdominal cavity was opened and 1 ml blood was drawn from the inferior vena cava to obtain the FITC-BSA concentration in plasma. Subsequently, the heart of the animal was perfused for 2 min with citrate buffer (50 mM, pH 3.5, 37°C) containing 1% paraformaldehyde (Fisher, Pittsburgh, PA). After perfusion, retinas were harvested from both eyes and dried in a Savant Speed-Vac (Thermo Scientific, Waltham, MA). The FITC-BSA was extracted by incubating each retina in 200 μl PBS with 1% Triton X-100 (Sigma) and 0.1% sodium azide (Fisher) rocking at room temperature overnight. The extract was transferred to a filter tube and centrifuged at 5,000 × g for 3 hours. Plasma and retina extract samples were assayed in triplicate of 50 μl/well in a 96-well black/clear bottom plate (BD Biosciences, Franklin Lakes, NJ) for fluorescence with a SpectraMax Gemini EM fluorescent plate reader (Molecular Devices, Sunnyvale, CA) based on standard curves of FITC-BSA with excitation at 488 nm and emission at 520 nm. The auto-fluorescence background was subtracted with the retina obtained from the rat without FITC-BSA injection. The retinal permeability was calculated and expressed in μl plasma/g dry retina weight/hr circulation.

### Caspase activity

Caspase-3 activity was measured in retinal protein homogenates using the fluorometric CaspACE assay system (Promega). Rats were anesthetized with 100 mg/kg sodium pentobarbital. Retinas were excised, and placed in 60 μL of cold lysis buffer (25 mM Hepes, pH7.5, 5 mM MgCl_2_, 5 mM EDTA, 5 mM DTT, 2 mM PMSF, 10 μg/mL leupeptin, 1% NP40). The retina was gently sonicated followed by 30 minute incubation at 4°C and 20 min centrifugation at 16,000 g at 4°C. Caspase-3 activity was measured in the supernatants using the fluorometric CaspACE assay system (Promega) and protein content was measured by BioRad protein assay. CaspACE assay was performed according to the manufacturer's protocol using 50 μg retinal protein and 37°C incubations in a 96-well plate format.

### Microarray analysis

Microarray analysis was performed in the Penn State College of Medicine Functional Genomics Core Facility according to standard procedures.

Total RNA was isolated with Tri-Reagent/BCP (Molecular Research Center, Cincinnati, OH) following standard methods [58] and quality and quantity was assessed using the RNA 6000 Nano LabChip with an Agilent 2100 Expert Bioanalyzer (Agilent, Palo Alto, CA).

1 μg RNA was transcribed to cRNA following the protocol of the Codelink iExpress cRNA Prep & Hyb Kit (GE Healthcare). After second strand synthesis and purification of dsDNA using Qiaquick spin columns (Qiagen, Valencia, CA), T7 reaction buffer, NTPs, 10 mM biotin-11-UTP, and T7 polymerase were added to the dsDNA and the reaction was incubated at 37°C for 14 hours. Biotin labeled cRNA was then purified using RNEasy columns (Qiagen) followed by quantitation. 10 μg from each sample was fragmented, denatured and then hybridized to Codelink rat whole genome microarray slides for 18 hours at 37°C. Slides were then incubated at room temperature with Alexa Fluor 647 labeled steptavidin for 30 minutes followed by washing.

Microarrays were scanned with an Axon 4000B scanner with GenePix4 v4.0 software at a 5 μm resolution at 635 nm with laser power at 100%, PMT voltage at 600 V, focus position 0 μm, and lines to average = 1. Images were then imported into CodeLink Expression Analysis Software v4.1 (GE Healthcare). Initial quality control (positive and negative controls), exclusion of manufacturing defects (MSR spots), background subtraction, and intra-array normalization was then performed and the results exported to GeneSpring GX 7.3 (Agilent Technologies).

For data analysis, data was imported into GeneSpring GX 7.3 (Agilent Technologies) and signal values less than 0.01 were set to 0.01, arrays were normalized to the 50^th ^percentile, and individual genes normalized to the median. Values were then normalized on a per gene basis to the control group for each of the two time points (1 or 3 Month). Potential differential expression was determined with a one-way ANOVA (variances not assumed to be equal), p < 0.01 and filtered for 1.2 fold and greater differences in expression in accordance with standards for microarray analysis [59,60]. The use of a combination of statistical and fold-change cutoffs as opposed to traditional multiple testing corrections (*e.g*. Bonferroni) produce gene lists with the lowest rate of type I and type II errors. 1.2 fold was chosen as the fold change cutoff, as this magnitude change is at the lower range of changes confirmable by qPCR. Lastly, probe sequences on the array were searched against rat genome sequences to eliminate any probes for sequences removed by standard genome processing and annotation. The full complement of microarray data has been deposited in the NIH/NLM Gene Expression Omnibus (GEO accession # GSE11733) [15].

### Ontological analysis

Ontological analysis used Gene Ontology (GO) categories [61]. Differentially expressed processes or functional categories were determined statistically, similarly to a previously described approach [16] using GeneSpring GX software. This analysis determined the number of genes in a category present on the array and the number of expression changes that would be part of that category by random chance given the number of differentially expressed genes.

### Pathway and network analysis

Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City CA) was used to create a network from the qPCR confirmed gene expression results. Insulin levels, caspase activity, and vascular permeability data were also included.

### Clustering and statistical analyses

For statistical analysis of qPCR data, standard parametric t-tests (α < 0.05, two-tailed) were used. Each set (1 and 3 month) of animals was treated independently since the animals were generated and sacrificed separately. Principal components analysis clustering was performed using a mean centered and scaled algorithm (GeneSpring 7.3, Agilent Technologies).

### Quantitative RT-PCR

Quantitative PCR analysis was performed using the 7900 HT Sequence Detection System (Applied Biosystems, Foster City, CA), 384-well optical plates, and Assay-On-Demand (Applied Biosystems) gene specific primers and probes. SDS 2.2.2 software and the 2^-ΔΔCtCt ^analysis method [62] were used to quantitate relative amounts of product using β-actin as an endogenous control. β-actin levels were determined to be unchanged in an absolute quantitation experiment (data not shown). For a full listing of primer/probe sets see Table 2, Online Appendix. For statistical analysis of qPCR data, standard parametric t-tests (α < 0.05, two-tailed) were used. Each set (1 and 3 month) of animals was treated independently since the animals were generated and sacrificed separately.

## Authors' contributions

RMB, KMP, and HDVB carried out the microarray and qPCR assays, HDVG and AJB generated samples and contributed to the writing of the manuscript, DAA and C-ML performed the vascular permeability studies, KFL performed the caspase assays, TWG contributed to the experimental design and manuscript preparation, SKB directed the generation of samples, and WMF performed the bioinformatic analyses and prepared the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 Microvascular changes not validated by qPCR. Click here for file

Additional file 2 Inflammatory changes not validated by qPCR. Click here for file

Additional file 3 Neuronal changes not validated by qPCR. Click here for file

Additional file 4 Network analysis of confirmed changes. Click here for file

# Supplementary material for: Whole genome assessment of the retinal response to diabetes reveals a progressive neurovascular inflammatory response
**Source:** BMC Med Genomics. 2008 Jun 13;1:26. doi: 10.1186/1755-8794-1-26
**Supplement:** Additional file 1 — Microvascular changes not validated by qPCR.

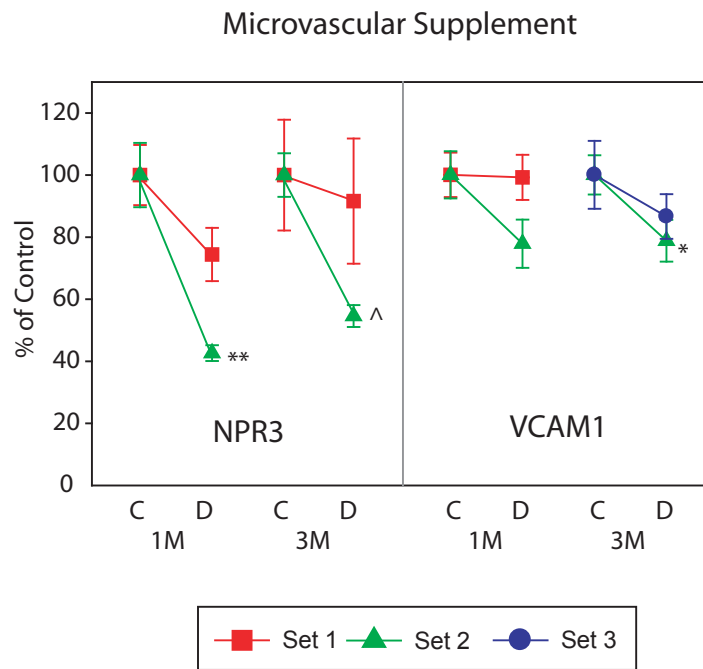

**Supplemental Figure 1: Microvascular changes not validated by qPCR.** qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, \* $p < 0.05$ , \*\* $p < 0.01$ , ^ $p < 0.001$ . NPR, natriuretic peptide receptor 3; VCAM1, vascular cell adhesion molecule 1.

# Supplementary material for: Whole genome assessment of the retinal response to diabetes reveals a progressive neurovascular inflammatory response
**Source:** BMC Med Genomics. 2008 Jun 13;1:26. doi: 10.1186/1755-8794-1-26
**Supplement:** Additional file 2 — Inflammatory changes not validated by qPCR.

## Inflammatory Supplement

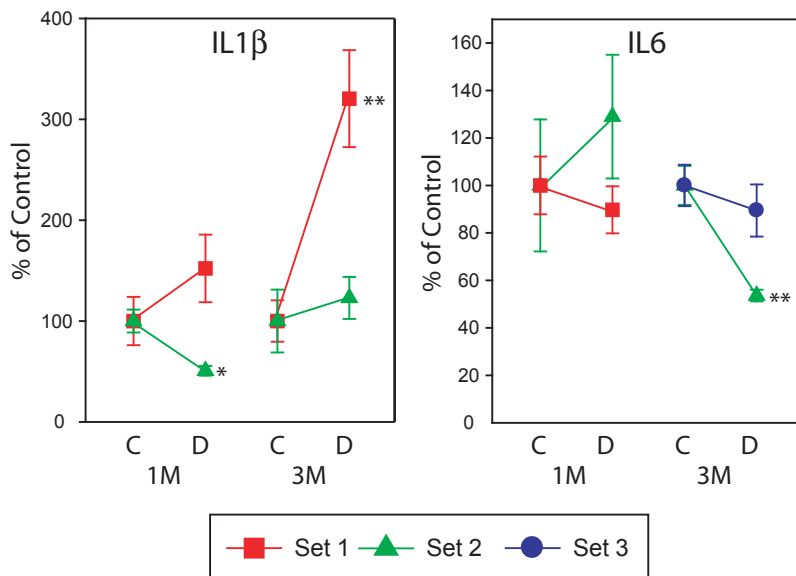

**Supplemental Figure 2: Inflammatory changes not validated by qPCR.** qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, \*\*p<0.01, .IL1 $\beta$ , interleukin 1, beta; IL6, interleukin 6.

# Supplementary material for: Whole genome assessment of the retinal response to diabetes reveals a progressive neurovascular inflammatory response
**Source:** BMC Med Genomics. 2008 Jun 13;1:26. doi: 10.1186/1755-8794-1-26
**Supplement:** Additional file 3 — Neuronal changes not validated by qPCR.

### Neuronal Function Supplement

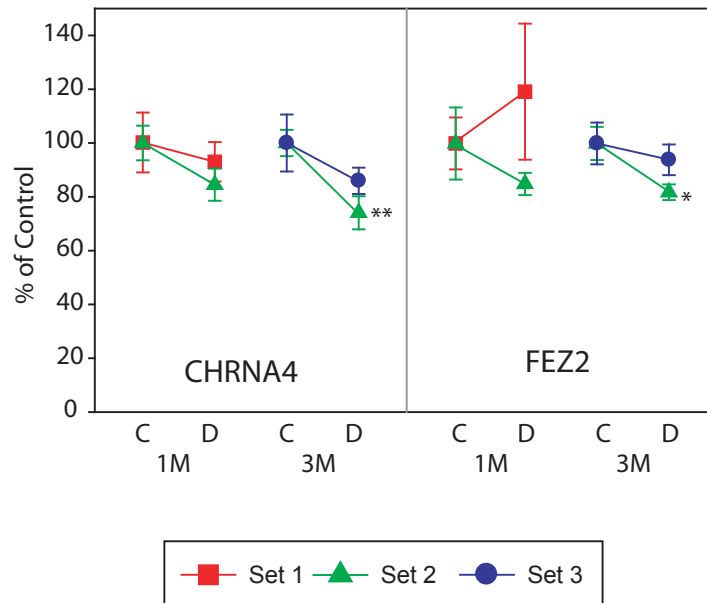

**Supplemental Figure 3: Neuronal function changes not validated by qPCR.** qPCR data is normalized to give mean control values of 1 and the different sets are color coded per the inset. T-test, \* $p < 0.05$ , \*\* $p < 0.01$ , ^ $p < 0.001$ . CHRNA4, cholinergic receptor, nicotinic, alpha 4; FEZ2, fasciculation and elongation protein zeta 2.

How the deposited data were processed for this re-analysis (not part of the article)

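Retinas of male Sprague Dawley rats given 65 mg/kg of streptozotocin (STZ) or vehicle were studied 1 and 3 months later, with 6 arrays in each of the 4 groups and 1 array per rat. Each array was a CodeLink rat whole genome array with 33911 probes in the deposited files, 62 of them for bacterial genes and 33849 for rat transcripts. According to the authors, the arrays were scanned and the intensity of each spot was computed with the CodeLink software, with spots outside the manufacturer's specification excluded, the local background subtracted and each array normalized within itself. The authors deposited the background-subtracted intensity and the same intensity divided by a constant close to the array median, both on a linear scale. The series-level table held the same values as the arrays' own files (0 values differed by more than 1e-06). No pair of arrays was identical. On 3 arrays 1 probe had no value.

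The background-subtracted intensity was scaled to the median of the rat probes of each array, values under 0.01 were set to 0.01, and log2 was taken. A rat probe was tested if its median scaled intensity over the 24 arrays was above the 35th percentile of all probes (0.554) and it had at least 4 values in each group, which left 22025 probes. The software's flags were not used here. The precision of each value is limited by the number of arrays and by the signal over background, since the intensity before scaling had a median of 284, 194, 232 and 148 in the 1 month control, 1 month STZ, 3 month control and 3 month STZ arrays.

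STZ and control groups were compared with limma 3.58.1 in R 4.3.3, in 1 linear model of the 4 groups with moderated variances. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 1.2-fold difference. The difference between the effects at 3 months and 1 month was tested as an interaction. The test named in the paper's methods, which compares the groups of each time point without assuming equal variances, was run at p under 0.01 and 1.2-fold. The model was tested on simulated data with 200 changed probes among 22025. It called 95% of the changed probes with 11 false calls, and the methods' test called 193 changed and 192 unchanged probes. The simulated noise was independent between probes, with no difference in spread or brightness between STZ and control arrays. It therefore does not show how many false calls such differences would give.

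Symbols were given to probes through RefSeq accessions, and no genome coordinates are given because the files name no genome build. Gene lists were tested with limma's camera at a preset correlation of 0.01, and with fry and camera with estimated correlation. There were 10 functional lists, 3 lists of the paper's genes and 12 lists of cell type markers (lens, erythrocyte, rod, cone, reactive and resting Mueller glia, microglia, ganglion cell, bipolar and amacrine cell, endothelium, retinal pigment epithelium, and ciliary, iris and cornea). The genes named are those the paper chose for qPCR, the 10 probes with a symbol and the largest change at each time point among called probes whose STZ arrays all lay beyond the control arrays, and the extreme members of the functional lists. Single values of 1 gene chosen for qPCR and 1 lens gene are not reported here, and the counts and list tests include them.

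The groups, the tests, the rule for named genes and most alternatives were set before the data were examined. These alternatives were the methods' test with and without adjustment, limma without adjustment, no fold limit, separate models of the time points, the replicate number as a block, quantile normalization, no scaling beyond that of the deposited values, the series-level values, no filter on dim probes, detection on all 24 arrays, a floor of 0.1, array weights, a variance trend, arithmetic means, 5 arrays per group, and each array left out. After seeing the data, 7 more were chosen. They were subtraction of the 5th percentile of each array, array spread or brightness as a covariate, quantile normalization within each time point, the methods' test on quantile-normalized values or with 5 arrays per group, and a filter above the 95th percentile of the bacterial probes.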

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

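The tests of mislabelling, of lens tissue and of the array covariates were chosen after the results were seen.

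In 100 groups of 6 values, 10 held an array far from the others, where chance gives about 5. Among the correlations with the own group, the array of 3 month control 2 was lowest at 0.842, that of 3 month STZ 1 was lowest at 0.916 and that of 1 month control 5 was lowest at 0.925. A mislabelled array is a possible explanation. The tables argue against it for 3 month control 2, whose correlation with the STZ arrays was lower still (0.757), and for 3 month STZ 1, whose correlation with the control arrays was 0.890. For 1 month control 5 the correlation with the STZ arrays was 0.931, and mislabelling cannot be told apart from variation between rats, because the groups of 1 month hardly differ. A difference in RNA quality or between rats was not tested.

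Single log2 levels of the paper's genes also stood apart from their group. At 1 month these were Kcne2 on control 5 (2.74), Ednrb on STZ 4 (1.10), Serpinf1 on STZ 4 (-0.58) and Slc16a1 on STZ 5 (5.14). At 3 months they were Edn2 on control 1 (0.87), Lgals3bp on control 2 (-0.28) and Timp1 on STZ 1 (8.17). Without 3 month STZ 1, Timp1 was higher in STZ retinas by 1.99 and stayed called. No biological explanation was tested for these levels.

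The effect of diabetes differed between the time points for 3414 probes. Among the paper's genes reported here, the effect at 3 months exceeded that at 1 month by 2.87 for Timp1 (adjusted p = 0.0261 from limma), 2.56 for Lgals3 (0.0172), 2.25 for Serping1 (0.00279), 1.89 for Slc6a11 (0.0167), 1.88 for Serpinf1 (0.0232), 1.67 for Cd44 (0.0119), 1.66 for Lgals3bp (0.00575), 1.46 for Slc15a2 (0.0157), 1.16 for Ccl2 (0.0291), 0.92 for Vcam1 (0.0241) and 0.86 for Ednrb (0.0388). Chance is unlikely to account for the number of probes. Of 100 splits of the arrays within the time points 1, the real one, gave as many, and the highest other split gave 2. The count itself ranged from 759 without 3 month STZ 6 to 9230 without 3 month control 6. A technical difference is not excluded, because with array spread or brightness as a covariate the interaction was called for 0 probes by limma (535 and 1254 at unadjusted p under 0.05). The longer diabetes of the 3 month rats stays open as an explanation and could not be separated from it.

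Among genes the paper does not discuss, Lenep (2.72), Cebpd (2.38), S100a4 (2.08), Decr1 (2.08), Cd24 (1.90) and A2m (1.76) had the largest log2 fold changes at 3 months of the probes with a symbol whose STZ arrays all lay beyond the control arrays. Decr1 was not called by the methods' test (1.33 and called by limma without 3 month STZ 1). Under quantile normalization they lay between 1.09 for A2m and 2.29 for Lenep, and all 6 stayed called, so unequal distributions of the arrays do not account for them as a whole. With the array spread as a covariate 0 of the 6 were called by limma. The log2 fold change was then 2.73 for Lenep, 2.20 for Decr1 and 1.66 for S100a4, and it was lower for Cebpd (1.34), Cd24 (0.97) and A2m (0.92). The median standard error over all probes was 0.294 with this covariate and 0.185 without it. A factor that follows array brightness, with which 0 probes were called at 3 months as a covariate, may contribute and cannot be told apart from diabetes, because both covariates overlap with the groups. Lenep is a lens gene and may come from lens tissue in some samples, as the correlation of 0.935 between crystallins and other lens genes over STZ arrays leaves open.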

How the results depend on the processing

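Tests chosen after the data were seen are the covariates of array spread and brightness, the 5th percentile subtraction, quantile normalization within each time point, the methods' test on quantile-normalized values or with 5 arrays per group, and the filter above the bacterial probes.

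Apart from settings that leave out arrays, the alternatives set in advance left 670 of the values of single genes and 262 of the gene list results on the same side of the threshold, with 18 and 9 no longer past it in the same direction. Another 5 gene values and 12 list results came past it, 4 gene values moved, and 3 list results reversed, of which ribosome also lost its call. Values that were called under neither setting could change sign among these, as Jak3 (-0.08), Stat3 (-0.08) and Slc16a1 (-0.45) did at 3 months under quantile normalization. Most probes called at 3 months were higher in STZ retinas in each alternative that called probes there. The cause of the changes below was not tested unless named.

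Changing the test moved the counts. The methods' test gave 262 probes at 1 month, 3722 at 3 months and 50 at both, with a mean fold change at 1 month of 1.37. With adjustment it gave 0, 1921 and 0. Limma without adjustment gave 207 at 1 month and 53 at both, and separate models of the time points gave 0 and 0. A variance trend gave 1 probe at 1 month. Array weights gave 360 at 1 month, 166 at both and 10325 for the interaction. Under fry the adjusted p for the crystallins was 0.496 at 1 month and 0.00274 at 3 months, and at 3 months 4.18e-07 for antigen presentation, 4.07e-06 for cytokines and for endopeptidase inhibitors, 0.000506 for cytoskeleton, 0.000572 for sterol metabolism and 1.53e-05 for the microvascular genes. Fry reversed the direction for GABA-A receptors (0.000157) and the neuronal genes (0.0145), which its construction allows, because fry tests against 0 and camera against other genes. With estimated correlation camera gave an adjusted p of 0.711 for the crystallins at 1 month and for complement, acute phase and ribosome at 3 months, and 0.151 for the inflammatory genes.

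With the replicate number as a block, 1 probe was called at 1 month, and limma's camera called the crystallins (0.0165) and endopeptidase inhibitors (0.0137) at 3 months. Nothing in the design says that the numbers pair the rats. Residuals of control and STZ arrays of the same number correlated with a median of 0.11 at 1 month and -0.12 at 3 months, with 3 and 2 of 6 pairs over 0.1, against -0.08 and 0.05 for other pairs.

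Changing the scaling moved results as well. Quantile normalization gave 0 probes at 1 month, 6948 at 3 months and 0 at both, and it reversed the ranking of the ribosome list (0.815). With the values as deposited, already divided by about the array median, and no further scaling, the endopeptidase inhibitors were called (0.0498). Quantile normalization within each time point, added later, gave 1 probe at 1 month, 5536 at 3 months and 866 for the interaction, with 0.983 for the ribosome list. Subtraction of the 5th percentile, added later, gave 0 probes at 1 month, 0 at both and a mean fold change at 3 months of 2.12. The methods' test on quantile-normalized values, added later, gave 225, 2350 and 26 at both, with mean fold changes of 1.32 and 2.18.

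Changing the filter or floor moved results at 1 month. With no filter on dim probes 4 probes were called at 1 month and 3 at both, and limma's camera no longer called the crystallins at 1 month (0.0601), complement (0.678) or acute phase (0.862), a setting that by construction adds dim genes to the lists. Requiring detection on all 24 arrays gave 0 probes at 1 month, 0 at both, 2213 for the interaction and 0.0250 for endopeptidase inhibitors. A floor of 0.1 gave 1 probe at 1 month and 0.0493 for endopeptidase inhibitors. The filter above the bacterial probes, added later, gave 0 and 0 at both, 0.0822 for acute phase and 0.0236 for endopeptidase inhibitors.

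With array spread as a covariate, added later, limma called 0 probes at 3 months, 0 for the interaction and 0 at both, with 938 at unadjusted p under 0.05 at 3 months. Camera then called crystallins (0.00192), antigen presentation (0.000634), cytokines (0.0454) and endopeptidase inhibitors (3.29e-05) at 3 months. With brightness as the covariate, added later, it called 4 probes at 1 month, 0 at 3 months, 0 for the interaction and 0 at both, with 1431 at unadjusted p under 0.05 at 3 months, and camera called crystallins (0.000740), antigen presentation (1.68e-05), cytokines (0.0487) and endopeptidase inhibitors (1.68e-05). The correlation of the effects at 1 and 3 months was then 0.0243.

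With arrays left out, limma called between 0 and 5 probes at 1 month, between 6592 and 14685 at 3 months, between 759 and 9230 for the interaction and 1 to 2 at both. The methods' test with 5 arrays per group, added later, called between 107 and 440 at 1 month and between 1127 and 5971 at 3 months. The mean fold change at 1 month lay between 3.44 and 9.04. Limma's camera gave an adjusted p between 0.000263 and 0.897 for the crystallins at 1 month, up to 0.342 at 3 months from 0.00926, from 0.00161 to 0.0691 for complement, from 0.0125 to 0.102 for acute phase, from 0.0193 to 0.213 for endopeptidase inhibitors, and from 0.0152 to 0.8004 for the inflammatory genes at 1 month.

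Correction of raw foreground and background signal, and slide or scan date as a block, were not run, because the values in hand give neither. Signal over background limits weak probes, as the median scaled intensity of the bacterial probes was 0.113, 0.0862, 0.683 and 0.557 in the 1 month control, 1 month STZ, 3 month control and 3 month STZ arrays.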

Differences from the paper's values

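Tests chosen after the values were seen are the methods' test on quantile-normalized values, the methods' test with 5 arrays per group and the brightness covariate.

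The paper's lists were filtered by present calls and by a last search of probe sequences against the rat genome. Neither step was repeated here, so its gene counts and the probe counts below come from unlike sets. The paper reports 124 genes changed at 1 month, and limma called 2 probes. None of the alternatives set before the data were examined falls within 1.5 times of the paper's number. The methods' test gave 262 probes, limma without adjustment 207 and array weights 360, and the other alternatives gave between 0 and 5. The methods' test with 5 arrays per group, chosen after seeing the values, came within 1.5 times in 15 of 36 choices of arrays, and in those it drops 21 or 22 of the 22 tested genes of Table 3 at 1 month. Limma itself calls 0 of the 22 at 1 month, with 4 at unadjusted p under 0.05, and the methods' test with all arrays calls 2.

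The paper reports 2310 genes changed at 3 months, and limma called 11911 probes. Among the alternatives set before the data were examined, the methods' test with adjustment (1921) lies within 1.5 times of the paper's number, and it does not call 9 of the 22 tested genes of Table 3. The methods' test without adjustment (3722), quantile normalization (6948) and the other alternatives do not. The methods' test on quantile-normalized values, chosen after seeing the values, gave 2350 and drops 10 of the 22 genes. The methods' test with 5 arrays per group, also chosen after seeing the values, came within 1.5 times in 17 of 36 choices and drops between 7 and 13 of the 22 genes.

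The paper reports 2401 genes changed at either time point, and here 11912 probes were called at 1 or 3 months. Of the alternatives set before the data were examined, the adjusted methods' test (1921) comes within 1.5 times and the others do not. The methods' test on quantile-normalized values, chosen after seeing the values and with the 10 genes dropped, gave 2549.

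The paper's mean fold change at 1 month is 1.3 ± 0.6 (SD or SEM not stated in the text), and that of the 2 called probes was 4.77. Among the alternatives set before the data were examined, the methods' test (1.37), limma without adjustment (1.62) and array weights (1.58) lie within 1.5 times or the larger error of the paper's value. Without 1 month control 1 (3.44), 1 month control 6 (4.53) or 1 month STZ 4 (5.62) the difference is under the SD over the called probes (2.20, 3.53 and 4.34), which is large because there are so few, so these means say little. The remaining alternatives that called probes at 1 month do not. The brightness covariate (3.92, with an SD of 3.01) and the methods' test on quantile-normalized values (1.32), both chosen after seeing the values, also lie within, and they drop 22 and 10 of the 22 genes at 3 months.

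The paper shows about 33 genes in Fig. 1B, read by eye, as changed at both time points, and limma called 1 probe at both. None of the alternatives set before the data were examined comes within 1.5 times, and the methods' test gave 50. The methods' test on quantile-normalized values, chosen after seeing the values and with 10 of the 22 genes dropped, gave 26. The paper shows about 91 genes in Fig. 1B, read by eye, as changed at 1 month alone, against 1 probe here, and none of the settings for which this number was computed comes within 1.5 times. It was not computed for the methods' test with 5 arrays per group.

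For the rats of the arrays at 1 month the paper reports, by qPCR, a CCL2 fold change of 20.9 in its text and of about 5.5 in Fig. 5, read by eye, and on the arrays the fold change of Ccl2 was 1.08. The value that the text gives for the second set of rats is close to the figure's value. The sets may be exchanged in 1 of these places, so which value belongs to the rats of the arrays is uncertain. Arrays and qPCR differ in method, and no setting reaches either value.

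The paper treats all 32 genes of Table 3 as changed on the arrays. Of the 22 tested here, each by its brightest probe, 19 were called at 3 months, and Jak3, Stat3 and Slc16a1 were not. The second Jak3 probe was called (log2 fold change 1.04, adjusted p = 0.000768 from limma). The second probes of Stat3 (-0.45) and Slc16a1 (0.16) were not. The brightest Jak3 probe was called with array weights (0.72), and without 3 month control 2 (0.63), and that of Stat3 without 3 month control 1 (0.52). At 1 month Nppa and Kcne2 were called by the methods' test. No setting called Slc16a1. By qPCR the paper gives Slc6a11, Slc15a2, Nppa and Dclk1 as lower, and on the arrays they were called higher at 3 months (2.36, 1.54, 0.47 and 0.90).

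The paper gives ontologies of crystallin, cytoskeleton and GABA receptor genes as regulated, and its text names no time point for them. Here at 3 months limma's camera did not call the crystallins (adjusted p = 0.112), the cytoskeleton genes (adjusted p = 0.349) or the GABA-A receptors (adjusted p = 0.851). Fry, which tests against 0, called all of them, as it did every functional list at 3 months. At 1 month limma's camera called the crystallins lower (adjusted p = 0.0322) and neither of the others. The paper gives cytokine production as induced at 3 months. The cytokine list was then not called by limma's camera (adjusted p = 0.728) and was called by fry (adjusted p = 4.07e-06). The lists used here are not the ontology tables of the paper.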

Other observations

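Tests chosen after the results were seen are those of array spread and brightness, quantile normalization within each time point, the bacterial probes by signal, the differences between time points, lens tissue, the permuted effects and the scaling for single genes, and the use of leaving out control 2 and of quantile normalization, both set earlier, to weigh an explanation.

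Most probes called at 3 months were higher in STZ retinas. The 3 month control arrays had a narrower spread of intensity than the STZ arrays, and among the 6 control arrays alone the slope of each probe on array spread correlated with its 3 month log2 fold change at 0.674 (0.66 without control 2). Across probes, which are not independent, this is consistent with an array-level factor contributing to the fold changes. The same correlation was 0.21 among the 3 month STZ arrays and 0.05 at 1 month, and with brightness in place of spread it was -0.74 among the 3 month control arrays. Unequal distributions of the arrays do not account for all of it, because after quantile normalization within each time point 5536 probes were called, 80.6% of them higher, of which 4545 had been called before. A single deviating control array does not either, because without control 2 the share of higher calls was 94.8%. With brightness as a covariate 0 probes were called by limma at 3 months (1431 at unadjusted p under 0.05). Brightness cannot be told apart from diabetes here, since group accounts for 53.8% of its variance and spread and brightness correlate at -0.88 over the 12 arrays. An effect of diabetes on the amount or quality of RNA stays open and was not tested.

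Bacterial control probes measure no rat transcript. Of 18 with a mean level above the detection limit, from 5 of the 12 bacterial genes, 16 were higher at 3 months (median log2 fold change 0.18), and of 44 below it 38 were lower (median -0.32). Rat probes of like signal had medians of 0.02 and -0.60. The 3 month fold changes of bacterial and matched rat probes correlated at 0.716 (0.52 to 0.84 when the bacterial genes were resampled). This is consistent with a technical trend that depends on signal and is shared by both. The test set earlier, the median over all 62 bacterial probes (-0.25), decides nothing, because dim and bright probes went opposite ways. How far such a trend accounts for the calls was not tested, since 62.1% of the tested rat probes were brighter than the brightest bacterial probe. At 1 month 1 of the 18 brighter bacterial probes was higher (median -0.27), and the fold change correlated with signal at -0.44, against 0.66 at 3 months.

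Other splits of the arrays show what chance gives. At 1 month 6 of 100 splits gave as many called probes as the real one, and the highest other split gave 129, so chance cannot be excluded. At 3 months 1 of 100, the real one, did, with 11911 called probes, and the median of the other splits was 0. The highest other split gave 11271, so another grouping of the same arrays can give nearly as many calls. Not every possible split was drawn. A count as high as the real one was thus rare among the splits drawn, but chance cannot be excluded there either.

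The arrays of the 2 time points differ. Between 3 and 1 months 15162 probes were called in control and 9701 in STZ retinas, and the bacterial probes, which carry no rat RNA, differed by a median of 2.08 on the log2 scale in control arrays, with 56 of 62 higher at 3 months. The medians of the 1 month control arrays had an SD of 0.337. This is consistent with separate processing of the 2 time points. Age of the rats stays open for rat probes. Contrasts within a time point do not draw on this difference.

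Lens tissue in some retinas is a candidate explanation for the crystallins. The mean level of 5 crystallin probes and that of 5 other lens probes were compared over the 6 arrays of each group, which makes 4 relations, those of 1 month added after the values at 3 months were seen. Over the 3 month STZ arrays the Pearson coefficient was 0.935 (two-sided exact permutation p = 0.0139, adjusted p = 0.0528) and the Spearman coefficient 0.83 (exact permutation p = 0.0583, adjusted p = 0.0778). Over the 1 month control arrays they were 0.86 (exact permutation p = 0.0264, adjusted p = 0.0528) and 0.94 (exact permutation p = 0.0167, adjusted p = 0.0333), and over the 1 month STZ arrays 0.88 (exact permutation p = 0.0444, adjusted p = 0.0593) and 0.94 (exact permutation p = 0.0167, adjusted p = 0.0333). Over the 3 month control arrays they were -0.33 (exact permutation p = 0.511) and -0.31 (exact permutation p = 0.564). Without the 2 arrays farthest from the median the Pearson coefficients of the first 3 groups were 0.38, 0.53 and 0.47, so these relations rest in part on those arrays. Crystallins and other lens genes thus went together at 1 month too, where no crystallin was called singly. The crystallins were higher on all 6 STZ arrays, by 2.14, 0.81, 1.74, 2.13, 2.34 and 2.73 above the control mean, and the other lens genes by 1.42, -0.26, 0.87, 1.38, 0.99 and 1.64. Lens tissue and joint expression in the retina would both give such relations and cannot be told apart here, and Lim2 (0.43) and Gja3 (-0.10) did not follow. The crystallins were at high levels in control arrays as well, with mean log2 levels at 3 months up to 6.31 for Cryba2, so a change in the retina itself stays open.

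Of 12 lists of cell type markers, 10 had at least 3 tested genes, and the lists of cones and of retinal pigment epithelium did not. The 13 genes of reactive Mueller glia had a median log2 fold change of 1.47 at 3 months with 12 called higher (adjusted p = 6.10e-06 from limma's camera), which held under fry (adjusted p = 3.53e-08) and after quantile normalization (adjusted p = 0.000140), and not with estimated correlation (adjusted p = 0.178). Of its genes Cd44, Timp1, Lgals3, Edn2, Ednrb and Stat3 were chosen by the paper on these arrays. The other lists were not called by limma's camera, with adjusted p values of 0.329 for lens, 0.367 for erythrocytes, 0.699 for rods and for ciliary, iris and cornea genes, 0.927 for resting Mueller glia, 0.697 for microglia, 0.696 for ganglion cells, 0.777 for bipolar and amacrine cells and 0.752 for endothelium. Fry, which tests against 0, also called lens (adjusted p = 0.00689), resting Mueller glia (0.0314), microglia (1.60e-06), ganglion cells (0.00429), bipolar and amacrine cells (0.0136) and endothelium (0.0261) at 3 months, where genes as a whole moved up. The rod list had a median of 0.36 and, under quantile normalization, of -0.34. Limma's camera ranked it downward against other genes in both, and called it under quantile normalization (adjusted p = 0.00339). No marker list was called at 1 month, where adjusted p values began at 0.0866 for lens, though after quantile normalization limma's camera called lens (adjusted p = 0.0286) and rods (adjusted p = 0.0336) lower there.

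The effects at 1 and 3 months correlated across probes at 0.13. A pattern that begins at 1 month is a possible explanation, but 21 of 100 permuted labelings gave a correlation as far from 0, so it cannot be told apart from chance here.

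Slc6a11, Slc15a2, Nppa and Dclk1 fell by qPCR in the paper and were called higher on the arrays at 3 months. The scaling does not account for the direction of Slc6a11 and Slc15a2, because they stayed called under quantile normalization, with 1.17 as the lower log2 fold change, and lay 1.91 and 1.10 above the median of all tested probes. Nppa stayed called under quantile normalization too (0.51), but its 0.47 lay only 0.0292 above that median, so for it the scaling may matter and cannot be told apart from a rise. Dclk1 was at 0.52 under quantile normalization and lost its call (adjusted p = 0.266 from limma), so for it the scaling may matter and cannot be told apart from a rise. For Slc16a1, also reported as lower by qPCR, the value was 0.12, and -0.45 under quantile normalization (adjusted p = 0.154 from limma), so the scaling may decide its direction and cannot be told apart from no change. A second probe of Slc15a2, under the detection limit over the 24 arrays, had a mean log2 level of 0.55 in 3 month controls and fell by 0.51 at 3 months, in the direction of the qPCR, without a test. Which transcripts the probes and the qPCR assays detect was not tested.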
